# Chronic inflammatory arthritis drives systemic changes in circadian energy metabolism

**DOI:** 10.1073/pnas.2112781119

**Published:** 2022-04-28

**Authors:** Polly Downton, Fabio Sanna, Robert Maidstone, Toryn M. Poolman, Edward A. Hayter, Suzanna H. Dickson, Nick A. Ciccone, James O. Early, Antony Adamson, David G. Spiller, Devin A. Simpkins, Matthew Baxter, Roman Fischer, Magnus Rattray, Andrew S. I. Loudon, Julie E. Gibbs, David A. Bechtold, David W. Ray

**Keywords:** rheumatoid arthritis, inflammation, circadian clock, mitochondria, ceramide

## Abstract

Chronic inflammation underpins many human diseases. Morbidity and mortality associated with chronic inflammation are often mediated through metabolic dysfunction. Inflammatory and metabolic processes vary through circadian time, suggesting an important temporal crosstalk between these systems. Using an established mouse model of rheumatoid arthritis, we show that chronic inflammatory arthritis results in rhythmic joint inflammation and drives major changes in muscle and liver energy metabolism and rhythmic gene expression. Transcriptional and phosphoproteomic analyses revealed alterations in lipid metabolism and mitochondrial function associated with increased EGFR-JAK-STAT3 signaling. Metabolomic analyses confirmed rhythmic metabolic rewiring with impaired β-oxidation and lipid handling and revealed a pronounced shunt toward sphingolipid and ceramide accumulation. The arthritis-related production of ceramides was most pronounced during the day, which is the time of peak inflammation and increased reliance on fatty acid oxidation. Thus, our data demonstrate that localized joint inflammation drives a time-of-day–dependent build-up of bioactive lipid species driven by rhythmic inflammation and altered EGFR-STAT signaling.

## Significance

Rheumatoid arthritis (RA) is a debilitating chronic inflammatory disease in which symptoms exhibit a strong time-of-day rhythmicity. RA is commonly associated with metabolic disturbance and increased incidence of diabetes and cardiovascular disease, yet the mechanisms underlying this metabolic dysregulation remain unclear. Here, we demonstrate that rhythmic inflammation drives reorganization of metabolic programs in distal liver and muscle tissues. Chronic inflammation leads to mitochondrial dysfunction and dysregulation of fatty acid metabolism, including accumulation of inflammation-associated ceramide species in a time-of-day–dependent manner. These findings reveal multiple points for therapeutic intervention centered on the circadian clock, metabolic dysregulation, and inflammatory signaling.

The regular 24-h environmental cycle generated by the planet’s rotation has driven the evolution of intrinsic biological timing mechanisms in virtually all life forms on Earth. In mammals, circadian clocks orchestrate daily rhythms in biology and behavior such that most physiological systems are regulated in a time-of-day–dependent manner (1–3). The core cellular circadian pacemaker in mammals oscillates with a 24-h period and is underpinned by a coordinated feedback between positive transcriptional regulators BMAL1/CLOCK and repressors *Period 1* and *2* (*Per1* and *Per2*, respectively), *Cryptochrome 1* and *2* (*Cry1* and *Cry2*, respectively), and *Nr1d1* and *Nr1d2* (REV-ERBα and REV-ERBβ, respectively) (4). The temporal organization of the reciprocal interactions between these positive and negative arms underpins cellular timekeeping. Beyond this circadian transcription–translation feedback loop, the core clock transcription factors act through clock-controlled genes to regulate multiple aspects of cellular function in a cell- and tissue-specific manner. As prime examples, both energy metabolism and immunity are strongly regulated by the circadian clock, shaping physiological and immune response based on time of day (5, 6). Due to the pervasive nature of the clock within our biology, altered circadian rhythmicity has been recognized as a characteristic feature and/or contributing factor to numerous disease states, with clear implication for diagnosis and treatment (6).

Circadian control of energy metabolism is essential for mounting an appropriate physiological response to recurrent and abrupt changes in nutrient availability, as animals move between wake and sleep states and fed and fasted periods. All metabolic tissues, such as the liver and muscle, have intrinsic circadian oscillators, which are normally synchronized to the external environment and to the internal state by the central pacemaker in the suprachiasmatic nuclei. These peripheral clocks can also be strongly influenced by feeding times, with an important role for nutrient, microbiome, and hormone signaling (3). Indeed, it is now clear that rhythmic control of metabolic circuits exhibits substantial plasticity in response to changing dietary intake, behavioral routine, and/or disease. For example, the hepatic circadian transcriptome is impacted by aging (7) and chronic disease, as in bronchogenic carcinoma, which causes substantial remodeling of circadian hepatic metabolic pathways (8). Moreover, nutritional challenges caused by high-fat diet feeding and subsequent obesity can both directly impact the circadian clock mechanism (9–11) and can substantially rewire rhythmic hepatic circuits (12, 13). In these and other examples, systemic and local inflammatory processes are likely to be driving factors in altered circadian metabolic control.

We previously identified an important role for the circadian clock in shaping immune and inflammatory responses to challenge (14–16); furthermore, inflammatory signals can acutely reset circadian circuits via rapid selective degradation of core proteins of the circadian clockwork (17). In humans, rheumatoid arthritis (RA) is a common, debilitating, chronic inflammatory disease, which can lead to destructive arthritis (18). RA is also prominently associated with accelerated atherosclerosis, elevated cardiovascular risk, and insulin resistance (19, 20), yet the causal mechanisms involved in metabolic disturbance are largely unknown. In mice, collagen-induced arthritis (CIA) has been widely used as a robust model of inflammatory arthritis. Both human arthritis and mouse CIA share striking circadian rhythmicity of joint inflammation, with joint swelling and inflammatory cytokine concentration in peripheral blood varying through circadian time (21, 22). Here, we investigate how chronic joint inflammation (in murine CIA) impacts circadian function, both in the inflamed joint and more distal tissues, and its downstream impact on rhythmic systemic energy metabolism.

Our findings reveal a pronounced impact on rhythmic gene expression within the inflamed joint and also widespread changes to rhythmic transcriptional, phosphoproteomic, and metabolomic profiles in liver and muscle. In these tissues, remodeling of lipid utilization and mitochondrial function were evident, likely driven by increased EGFR and STAT signaling, and culminating in system-wide accumulation of potentially damaging ceramides.

## Results

### Murine Model of Chronic Inflammatory Arthritis Shows Circadian Features.

To investigate how chronic inflammatory disease impacts systemic energy balance and circadian function in local (joint) and distal (liver and muscle) sites, we used the CIA model in DBA/1 mice. To increase consistency between animals, we included for further analyses only mice which achieved a total paw score ≥6 involving at least two limbs (Fig. 1*A*; see *SI Appendix* for experimental details). Disease in affected mice increased rapidly from the emergence of symptoms before reaching a chronic and relatively stable inflammatory state around 5 d after onset (Fig. 1 *B* and *C*). Body weight and fat-mass loss in the animals was mild and followed a similar trajectory (Fig. 1*D* and *SI Appendix*, Fig. S1*A*). Arthritic joints were characterized by inflammatory cell infiltration, cartilage erosion, and proliferation of the synovium (Fig. 1*E*), mimicking disease processes evident in patients with RA (23).

**Fig. 1.**
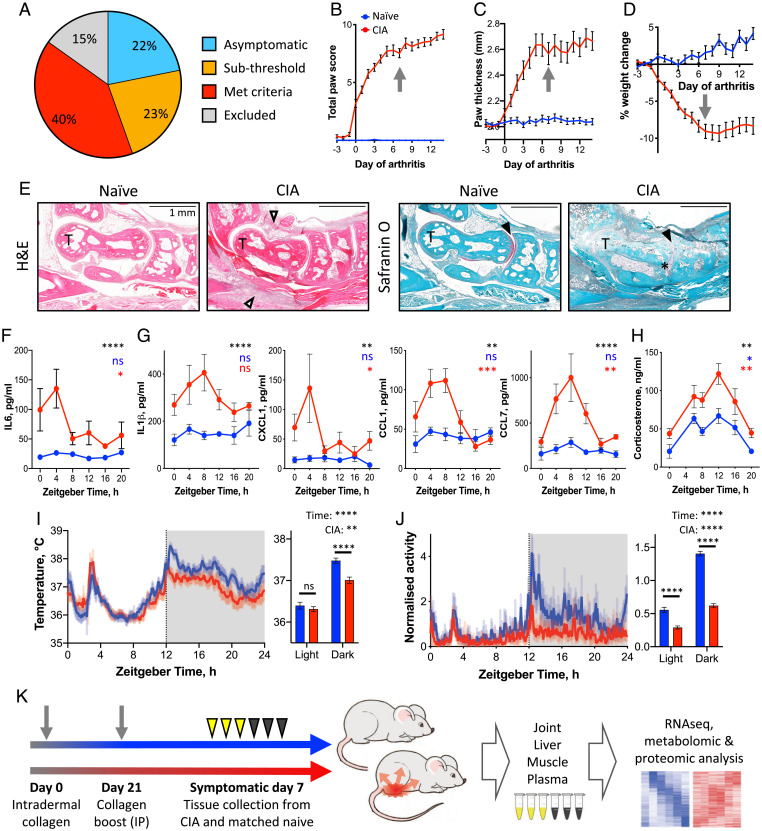
CIA as a model of rhythmic inflammation. (*A*) CIA mice exhibited variation in severity of disease, and were carried forward for subsequent analyses based on selection criteria (*Materials and Methods*). (*B*–*D*) Upon development of symptoms, paw inflammation score (*B*), paw thickness (*C*), and body weight loss (*D*) progressed rapidly before stabilizing at approximately 5 to 7 d after onset (*n* = 14 naïve mice; *n* = 36 CIA mice). Arrows indicate symptomatic day 7, chosen for terminal tissue collection. (*E*) Histological staining of paw sections around the talus (T) from naïve and CIA mice illustrates inflammatory cell infiltration (open arrowheads), loss of cartilage (filled arrowheads), and synovial hyperplasia (*). (*F* and *G*) Plasma cytokine concentrations showed elevation and rhythmicity in arthritic (red) compared with naïve mice (blue) (treatment comparison by two-way ANOVA indicated in black; adjusted *P* value of JTK analysis indicated in blue [naïve mice] and red [CIA mice]; *n* = 4–5/point). (*H*) Plasma corticosterone level was elevated and rhythmic in CIA mice (treatment comparison by two-way repeated-measures ANOVA in black; rhythmicity, according to Lomb-Scargle analysis, is indicated in blue (naïve mice) and red (CIA mice), *n* = 5–9/condition). (*I* and *J*) Body temperature (*I*) and activity (*J*) similarly showed maintained rhythmicity in CIA mice (3-d average recordings; blue, presymptomatic; red, symptomatic days 5–7). Summary statistics exclude ZT2–3.5, when the mice were handled for scoring (two-way repeated-measures ANOVA in black; *n* = 7–8). (*K*) Schematic showing experimental design. Data are presented as mean ± SEM throughout; details of statistical tests are provided in Dataset S1. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. IP, intraperitoneal; RNAseq, RNA sequencing.

We previously demonstrated that disease symptoms in CIA mice exhibit diurnal rhythmicity, with exacerbation of joint inflammation observed in the day (21). This was similarly reflected in the present study in circulating inflammatory cytokine and chemokine levels (Fig. 1 *F* and *G*), with peak plasma levels occurring during the daytime (the animals’ typical rest phase; approximately zeitgeber time [ZT] 4–8). Importantly, robust behavioral and physiological rhythms were maintained in the CIA-affected mice, as demonstrated in profiles of plasma corticosterone (Fig. 1*H*), body temperature (Fig. 1*I*), and food intake (*SI Appendix*, Fig. S1 *B*–*D*). We saw no significant change in fasting plasma glucose levels, although fasting insulin levels were reduced in CIA mice (*SI Appendix*, Fig. S1 *E* and *F*). Total locomotor activity was reduced in CIA mice relative to presymptomatic levels yet retained a significant diurnal variation (Fig. 1*J*).

### Inflamed Joint Shows Extensive Changes in Circadian Transcriptional Regulation.

To characterize the impact of active inflammatory joint disease on circadian and metabolic processes, joint, liver, and muscle tissues, as well as blood plasma, were collected every 4 h across the diurnal cycle (*n* = 5 per time point per condition), 7 d after symptom onset in CIA mice and time-matched controls (Fig. 1*K*; weight and disease scoring for these mice is shown in *SI Appendix*, Fig. S1 *G*–*I*). 

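CIA is an inflammatory arthritis raised in DBA/1 mice by immunization with collagen, and the naïve mice did not have the disease. For the RNA sequencing, stranded mRNA libraries were made from the joint, liver, and muscle of these mice and read as paired ends. The deposited data cover 180 samples, 60 from each of the 3 tissues, with 5 naïve and 5 CIA samples at each of 6 time points (ZT0, ZT4, ZT8, ZT12, ZT16, and ZT20). For each tissue, the authors deposited the number of reads counted on each of 27179 genes in each sample, without normalization, with every gene listed by its Entrez Gene identifier. The paper's main text does not name the genome build or the annotation behind the counts, and its SI Appendix was not read here. Genes are therefore given by symbol and identifier and no coordinates are given. Symbols were taken from the RefSeq annotation of the mouse genome for 25275 identifiers and from the GENCODE annotation for 18 others, and 1886 identifiers were left without a symbol. Joint samples held between 31881641 and 62647130 counts, with a median of 45981098 in naïve and 47972968 in CIA mice. The 20 most abundant genes took a median of 14.8% of the counts in naïve and 15.2% in CIA joints. Of the joint counts between 1 and 20, 71.5% were even numbers, which counting both reads of a pair would give, in which case a total is larger than its number of sequenced fragments. Each of the 120 pairs of joint replicates differed by more than sampling noise, with a smallest chi-square per degree of freedom of 20.2.

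**Figure D1:**
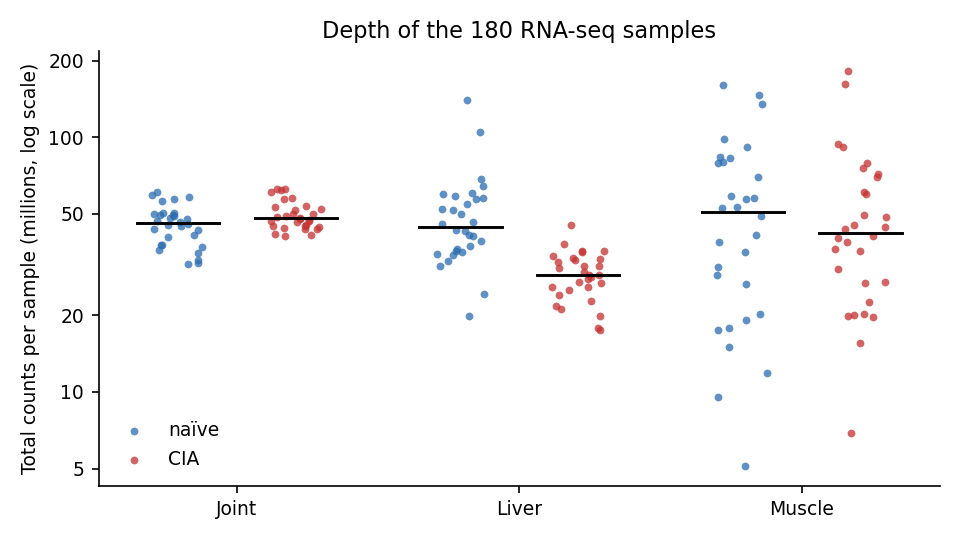
Total counts per sample (log axis) for naïve (blue) and CIA (red) mice in the 3 tissues. Each point is 1 sample and black lines are medians, and the totals of the muscle samples spread most, from 5122122 to 182828266 counts.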

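Counts were scaled by edgeR's TMM factors and are given as counts-per-million (CPM). A gene was tested where edgeR's filterByExpr function found enough counts for 12 groups of 5 samples, which left 18368 genes in the joint. CIA and naïve mice were compared with edgeR's quasi-likelihood test, 30 samples against 30, and the FDR is the Benjamini-Hochberg adjusted p-value over all genes tested. The choices that could change a number are the scaling factors, the filter on low counts, the test, the weight asked of a rhythm model, and which replicates enter.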

For assessment of transcriptional rhythmicity in naïve and CIA mice, we used a robust comparative approach (compareRhythms) based on probability assignment to arrhythmic, matched (“same”), or differential (“gained,” “lost,” “changed”) rhythmicity between the two conditions [Fig. 2 *A* and *B* (24)]. This contrasts with conventional analyses in which rhythmicity of gene expression is defined separately for each condition [e.g., using the JTK-cycle algorithm (25)], and differences between conditions are inferred based on overlapping gene lists (included for comparison in *SI Appendix*, Fig. S2*A*). 

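For the values given here, 5 cosine models with a period of 24 h were fitted to the log2 CPM (prior count 2) of each gene over the 60 samples of a tissue, each with separate means for naïve and CIA mice. The models held no rhythm (arrhythmic), a rhythm in naïve mice alone (lost), a rhythm in CIA mice alone (gained), 1 rhythm shared by both (same), or a different rhythm in each (changed). A gene entered a category when the weight of that model by the Bayesian information criterion (BIC) was at least 0.6 and was otherwise left unassigned. The paper's main text does not name its settings. On counts simulated with the depths of the liver samples and rhythms with a log2 amplitude of 1, 91% of lost, 92% of gained, 96% of same, and 98% of changed genes were assigned to their category, and 2.24% of arrhythmic genes were assigned to a rhythmic one. With a log2 amplitude of 0.3, a simulation added after seeing the data, these numbers were 86% of lost, 74% of gained, 86% of same, and 81% of changed genes. All simulated rhythmic genes had a mean above 1 CPM, and all changed genes had the same phase shift of several hours. Smaller shifts and changes in amplitude alone were not simulated. Noise was drawn independently for each gene and sample, so samples out of phase are not covered, and the shares may not hold in the joint. A difference in rhythm was also tested on the counts of each gene, as the interaction of treatment with the cosine and the sine of time in edgeR's quasi-likelihood test.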

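The JTK statistic was computed for naïve and CIA mice separately on CPM, with a period of 24 h, 6 phases, an exact null distribution for 6 time points of 5 mice, Bonferroni adjustment over the phases, and Benjamini-Hochberg q-values over the genes. At a q-value threshold of 0.05, 323 genes were rhythmic in naïve joints, 459 in CIA joints, and 27 in both. By overlap, 432 genes gained and 296 lost rhythmicity, which is 728 or 96.4% of the 755 genes rhythmic in either condition. Of the 432 gained genes, the model selection assigned 35.2% to gained and 24.1% to same, and of the 296 lost genes it assigned 56.8% to lost and 9.46% to same. The Bonferroni-adjusted p-value at 0.05 gave 4679 gained or lost genes in place of 728. With replicate 1 of every group left out the number was 80, of which 1 was rhythmic in naïve joints. Of the 18 joint genes in the paper's Dataset S1, 5 had an adjusted p-value under 0.05 in naïve and 16 in CIA joints, and the paper's own values place the same genes under 0.05.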

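The number of genes that each approach assigns by chance was measured in the joint by exchanging the treatment labels at random within each time point, on log2 CPM centred within naïve and CIA mice. In 99 such exchanges, the model selection assigned a median of 684 genes to lost, gained, or changed, with a highest number of 2089. With the real labels the number was 2267. The JTK overlap on the same centred values gave a median of 71 gained or lost genes over the exchanges and a highest number of 1193, against 727 with the real labels. The median over the exchanges was thus 30.2% of the number with real labels for the model selection and 9.77% for the JTK overlap.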

Significant benefits to our approach are that analysis is more conservative, avoiding false discovery, and that we identify genes which show altered rhythmic expression profiles between the conditions. Within the diseased joint, we found genome-wide changes in the circadian organization of gene expression (Fig. 2 *A* and *B*). 

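Of the 18368 joint genes tested, 1398 lost rhythmicity in CIA, 712 gained it, 1.6e+02 (0.855%) changed, 747 kept the same rhythm, and 11046 were arrhythmic. No model reached the BIC weight for the other 4308 genes (23.5%). The changed genes rose to 243 when naïve ZT20 replicate 5 was left out. The test of the counts found a difference in rhythm in 799 genes at an FDR of 0.05 and in 3962 at an unadjusted p of 0.05. DESeq2's likelihood ratio test gave 1221 genes, and leaving out replicate 1 of every group gave 91, the smallest of the 5 fits with 1 replicate left out. Among the 99 exchanges of treatment labels within time points, this test found at most 17 genes.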

Across all conditions, 3,504 genes showed high confidence rhythmicity, of which almost 80% either lost, gained, or showed a change in rhythmic profile with disease. 

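In these data 3014 joint genes were assigned to a rhythmic category, and 2267 of them (75.2%) lost, gained, or changed their rhythm. With a peak-to-trough difference of at least 0.5 on the log2 scale there were 1050 rhythmic and 818 altered genes, at a BIC weight of at least 0.4 there were 4892 and 3556, and at 0.8 there were 1412 and 1094. The number of gained genes was 300 without replicate 1 and 1299 without replicate 4. Of single joint samples, CIA ZT4 replicate 1 lowered it to 513 when left out, and CIA ZT12 replicate 3 raised it to 1222.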

The change in rhythmic gene expression within the inflamed joint suggested a profound alteration in clock control of cell and tissue processes. Indeed, profiling of core circadian clock components themselves revealed that, while rhythmic expression was widely maintained, significant reduction in overall expression and amplitude was evident (Fig. 2*C*).

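Of the 8 core clock genes in Fig. 2C, 7 were lower in CIA joints at an FDR of 0.05, and 7 were also lower when adjusted over the list alone. The largest change was in Cry2 (Entrez Gene 12953), which fell from 144.5 ± 31.4 CPM (SD, n = 30) in naïve to 51.1 ± 10.0 in CIA joints, a log2 fold change of -1.50 (SE 0.08, FDR 2.95e-26). Every one of the 30 CIA joints lay below all naïve joints for Cry2, and its FDR stayed at or under 1.87e-20 with each replicate number left out. Rora (19883) fell from 9.17 ± 2.94 to 4.59 ± 1.06 CPM, a log2 fold change of -1.0 (SE 0.11, FDR 6.78e-13), and Cry1 (12952) from 35.2 ± 11.6 to 18.2 ± 6.69 CPM (-0.95, SE 0.13, FDR 1.77e-09). The log2 fold change was -0.96 for Per1 (18626, FDR 3.61e-06), -1.0 for Per2 (18627, FDR 6.44e-05), -1.02 for Nr1d1 (217166, FDR 8.15e-05), and -0.68 for Arntl (11865, FDR 0.00309). Clock (12753) had 54.8 ± 13.1 CPM in naïve and 50.5 ± 7.13 in CIA joints, a log2 fold change of -0.12 (SE 0.07) with an FDR of 0.119, which was 0.0388 under DESeq2's Wald test and 0.0401 with DESeq2's size factors. By model selection Arntl, Clock, Per2, Cry1, and Cry2 kept the same rhythm, Per1 changed, Nr1d1 was unassigned, and Rora was arrhythmic.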

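The amplitude of each clock gene was estimated by a cosine fit to the CPM of naïve and of CIA joints. It was lower in CIA joints for all 8 genes, with a ratio of CIA to naïve amplitude between 0.531 (Cry2) and 0.80 (Arntl). None of the 8 differences passed a two-sided permutation test, in which labels were exchanged 100000 times within time points after centring each treatment. The smallest p-value was 0.0587, for Nr1d1, whose amplitude went from 108.3 to 67.3 CPM, and the smallest value adjusted over the list alone was 0.347. At an unadjusted permutation p of 0.05, 1 gene passed with DESeq2's size factors and 2 passed without replicate 3. The smallest adjusted values there were 0.341 and 0.0681. With any other replicate number left out no gene passed. The scale moved this result most. On log2 CPM, where a rhythm that shrinks in proportion to the mean keeps its amplitude, the amplitude was higher in CIA joints for 6 of the 8 genes, and for Nr1d1 it rose from 0.80 to 1.28 (permutation p = 0.00545, adjusted over the list alone 0.0436). The fitted peak came earlier in CIA joints for 7 of the 8 genes, with a median shift of -1.15 h. In 5 of the 30 naïve joints the clock genes as a set lay more than 4 h from the time point of the sample. From the altered rhythmic genes the paper proposes that clock control of cell and tissue processes changed in the inflamed joint, and it turns to these clock genes as the next step of that reasoning.

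**Figure D2:**
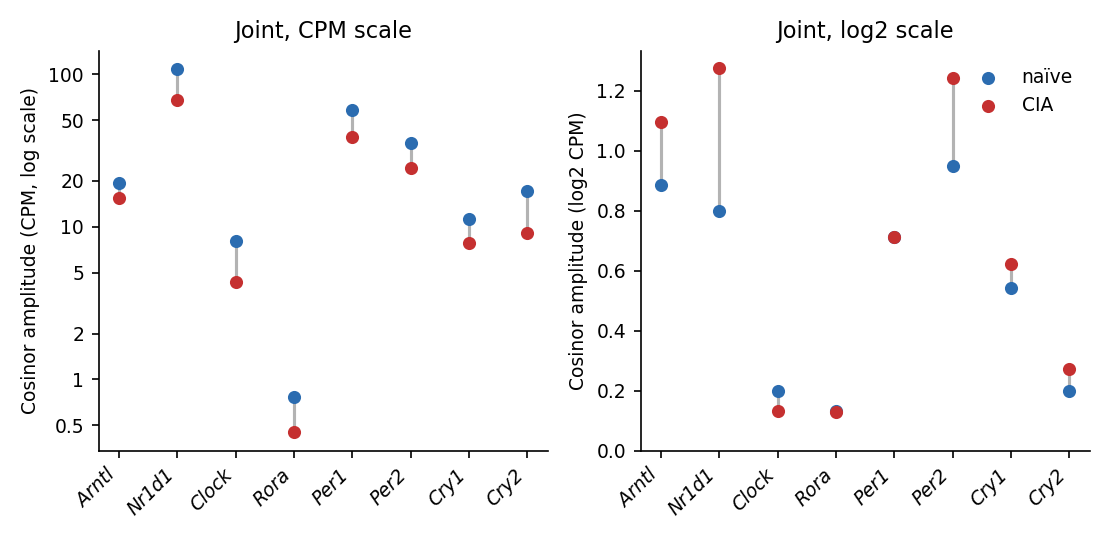
Cosine amplitude of the 8 core clock genes in naïve (blue) and CIA (red) joints, in CPM on a log axis (left) and in log2 CPM (right). Each point is the amplitude fitted to 30 samples, lower in CIA for 8 of 8 genes in CPM and for 2 of 8 in log2 CPM.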

**Fig. 2.**
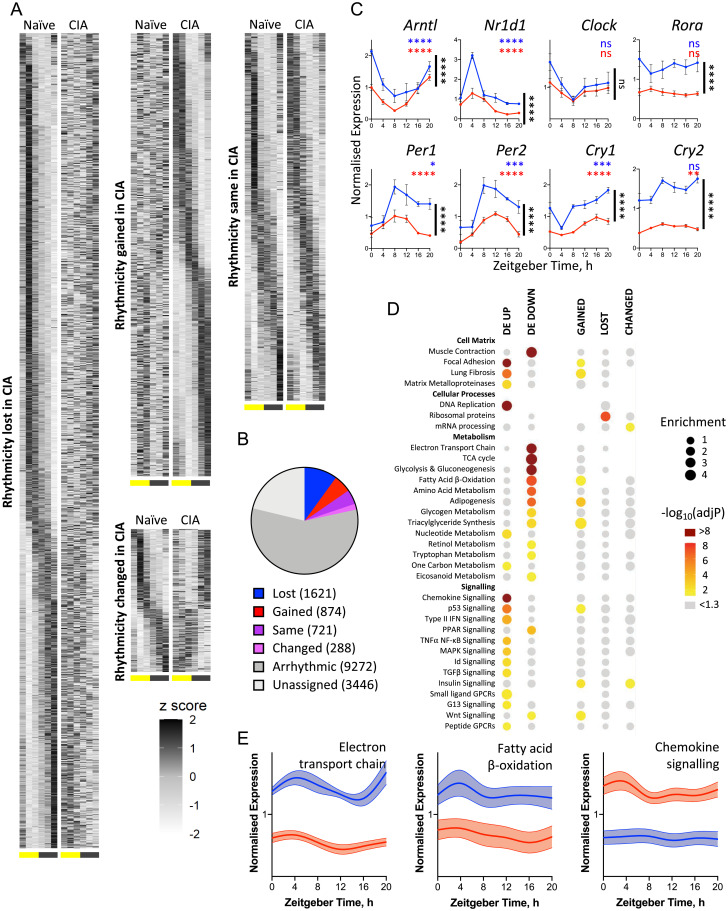
Inflamed joint tissue shows extensive changes in circadian transcriptional regulation. (*A* and *B*) Joint samples from naïve and CIA mice were collected on symptomatic day 7 at six time points and analyzed by RNA sequencing (*n* = 5/time point per condition). Heat maps (*A*) represent the normalized (*z*-scored) transcript expression levels in naïve (*Left*) and CIA (*Right*) mice over time (columns, from ZT0 at 4-h intervals). Differential rhythmicity analysis categorized transcript expression profiles according to change or maintenance of rhythmicity with disease (*B*). (*C*) CIA significantly altered the transcript expression of a number of core clock genes (CIA vs. naïve comparison by two-way ANOVA indicated in black; adjusted *P* [adjP] value of JTK analysis indicated in blue and red; *n* = 5/point. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data are presented as mean ± SEM). (*D*) Groups of genes showing significant differential expression (DE) or rhythmic change with disease were analyzed for functional enrichment using the Enrichr tool (*Materials and Methods*) to identify altered gene expression across metabolic and signaling pathways (spot size represents fold enrichment of genes in group vs. the genome; color represents significance of enrichment; spot absence means no genes from the pathway were allocated to the group on statistical categorization). (*E*) Spline graphs show the mean normalized expression of all genes in selected WikiPathways gene sets (WP295, WP1269, and WP2292; error bars represent 95% CIs around the mean), demonstrating altered pathway expression in CIA mice. GPCR, G-protein-coupled receptor; ns, not significant.

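Enrichment was tested in 17 gene lists written from the pathways named in Fig. 2D, Fig. 3D, and the text, with a one-sided Fisher's exact test against all genes tested and Benjamini-Hochberg adjustment over the 85 pairs of a list and a group of genes in each tissue. In the joint 16 pairs had an adjusted p-value under 0.05, and 19 had one with rhythm groups at a BIC weight of at least 0.4, the alternative that moved the number most. Among genes that lost rhythmicity in CIA joints were 24 of 79 ribosomal protein genes (30.4%), against 7.51% of all other genes (odds ratio 5.37, adjusted p = 2.39e-08). Among them were also 10 of 43 DNA replication genes (23.3%, odds ratio 3.70, adjusted p = 0.00673), whose adjusted p-value lay between 0.00631 and 0.0150 under the 4 alternatives. The other 15 lists had adjusted p-values of at least 0.222. The ribosomal protein genes with the smallest FDR between CIA and naïve joints were Rpl41 (67945, log2 fold change 0.47, SE 0.06, FDR 5.32e-11), which was arrhythmic, and Rpl15 (66480, 0.26, SE 0.03, FDR 1.88e-10), which was unassigned. Reads of ribosomal protein genes can be shared with their many pseudogenes.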

Pathway enrichment analyses on genes which showed loss of rhythmicity between naïve and inflamed joints only found significant enrichment for transcripts associated with ribosomal proteins (Fig. 2*D*). Ribosome maturation, mRNA translation, and protein turnover are all known to show time-of-day rhythmicity (26). Interestingly, genes that became rhythmic under CIA showed significant enrichment of metabolic targets involved in lipid metabolism and β-oxidation. These newly rhythmic genes included enzymatic regulators of triglyceride and fatty acid metabolism (e.g., *Lpl*, *Lipe*, *Plin2*, *Lipin1/3*, *Cpt1a*), as well as influential signaling and transcriptional regulators (e.g., *Nr3c1*, *Ppard*, *Stat3*, *Socs3*) (*SI Appendix*, Fig. S2*B*).

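Of the 40 genes of triglyceride and fatty acid metabolism, 11 (27.5%) were in the group that gained rhythmicity in CIA joints, against 3.82% of all other genes (Fisher's exact test, odds ratio 9.54, adjusted p = 1.93e-06). Of the 43 genes of fatty acid β-oxidation, 9 (20.9%) were in that group (odds ratio 6.64, adjusted p = 2.12e-04). The list of TNF and NF-κB signaling had 6 of 48 genes there, with an adjusted p-value of 0.051, which lay under 0.05 with the genes differentially expressed at an FDR of 0.05 (0.0482), with a term for time point (0.0482), and with a BIC weight of at least 0.4 (0.00635). The group that changed rhythm held 8 of 24 circadian clock genes (odds ratio 61.1, adjusted p = 1.89e-10), which were Bhlhe40, Hlf, Nampt, Nr1d2, Per1, Per3, Tef, and Usp2. The 2 genes of triglyceride and fatty acid metabolism with the smallest FDR were Scd1 (20249), arrhythmic, at 2477 ± 567 CPM in naïve and 624 ± 137.6 in CIA joints (log2 fold change -1.99, SE 0.08, FDR 2.46e-31), and Acsl1 (14081), which gained rhythmicity, at 242 ± 24.9 and 104.6 ± 17.8 CPM (-1.21, SE 0.05, FDR 1.19e-30). Exchanging treatment labels within time points gave as many gained genes as the real labels in 7 of 100 label sets, the real one included. The exchanges were not applied to the enrichment. Fisher's exact test counts genes as independent, so its p-values are too small where genes of a list vary together between samples.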

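All 10 of these genes had a JTK adjusted p-value under 0.05 in CIA and none in naïve joints, and at a q-value of 0.05 there were 3 in CIA (Lpl 0.0174, Lipe 0.0474, and Cpt1a 0.00583) and 0 in naïve joints. By model selection 5 gained rhythmicity, with log2 amplitudes of 0.09 in naïve and 0.31 in CIA joints for Lpl (16956), 0.08 and 0.30 for Lipe (16890), 0.11 and 0.27 for Plin2 (11520), 0.11 and 0.35 for Lpin1 (14245), and 0.01 and 0.17 for Stat3 (20848). Cpt1a (12894, 0.19 and 0.30) was placed in same and Socs3 (12702, 0.38 and 0.43) in changed. Lpin3 (64899), Nr3c1 (14815), and Ppard (19015) were unassigned. Between 2 and 7 of the 10 were in gained over the alternatives, where Lpin3 entered at a BIC weight of at least 0.4, Nr3c1 by Akaike's criterion, and Nr3c1 and Socs3 without replicate 5. The expression of Lipe fell from 95.99 ± 15.9 to 40.5 ± 9.39 CPM (SD, n = 30), a log2 fold change of -1.25 (SE 0.07, FDR 1.37e-24), and that of Socs3 rose from 32.8 ± 11.9 to 137.3 ± 53.9 CPM (2.07, SE 0.14, FDR 4.08e-21). At an FDR of 0.05, 4 of the 10 were higher and 6 lower in CIA joints, and the counts were the same when adjusted over the list alone.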

We also examined the impact of disease state (naïve vs. inflamed joints) on gene expression irrespective of time of day (*n* = 30 mice/condition). To achieve a robust comparison, we used a strict false discovery rate (FDR) cutoff (<1 × 10^−20^) and identified a highly significant set of 5,649 differentially expressed (DE) genes. 

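At the FDR threshold of 1e-20, edgeR's quasi-likelihood test called 2879 of 18368 joint genes, 1698 higher and 1181 lower in CIA, and 15181 genes had an FDR under 0.05. The test moved this number most, with 6068 genes under edgeR's likelihood ratio test and 6207 under DESeq2's Wald test. FDRs in the paper's Dataset S1 lie nearer the likelihood ratio test, as for Cry2 with 5.20e-82. That gene had 1.21e-77 by the likelihood ratio test and 2.95e-26 by the quasi-likelihood test. Leaving out each replicate number gave between 1422 and 1755 genes. None of 99 random splits of the 60 samples gave a single gene at this threshold. So strict a threshold leaves little room for any other outcome, and the real difference stayed in the spread of the split samples. Among genes past it with at least 10 CPM in either condition and the same direction at all 6 time points, the largest increases were in Cxcl5 (20311), from 0.698 ± 0.615 to 196 ± 57.1 CPM (SD, n = 30; log2 fold change 8.13, SE 0.22, FDR 1.00e-40), Acod1 (16365, 7.02, SE 0.28, FDR 4.73e-32), and Il6 (16193, 6.45, SE 0.36, FDR 5.80e-25). The largest decreases were in Odf3l2 (382384), from 22.6 ± 10.4 to 0.395 ± 0.374 CPM (-5.84, SE 0.28, FDR 3.29e-28), Pla2g2a (18780, -4.23, SE 0.24), and Scg3 (20255, -4.03, SE 0.12). For each of these 6 genes all 30 CIA joints lay on 1 side of all 30 naïve joints.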

As expected for inflammatory joint disease, pathways enriched with up-regulated genes included inflammatory and cell-matrix remodeling processes, while down-regulated genes were associated with metabolic pathways (Fig. 2 *D* and *E*).

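Of 87 chemokine signaling genes in the joint, 44 (50.6%) were up-regulated at the threshold used for the joint, against 9.05% of all other genes (Fisher's exact test, odds ratio 10.3, adjusted p = 1.32e-21). The smallest FDRs were those of Cxcl16 (66102, log2 fold change 2.15, SE 0.05) and Fgr (14191, 3.43, SE 0.09). Enriched in the same way were TNF and NF-κB signaling (24 of 48 genes, adjusted p = 7.97e-12, Traf1 2.75 and Nfkbie 2.31), type II interferon signaling (14 of 38, 2.56e-05, Ifngr2 1.08 and Il1b 5.27), matrix metalloproteinases (8 of 22, 0.00312), and DNA replication (11 of 43, 0.00772, Rfc2 0.92 and Pole2 1.01). Mmp3 (17392) rose from 30.5 ± 13.3 to 1404 ± 437 CPM (SD, n = 30), a log2 fold change of 5.52 (SE 0.16, FDR 5.10e-39), and Timp4 (110595) fell from 31.1 ± 6.33 to 5.25 ± 1.28 CPM (-2.57, SE 0.09, FDR 2.99e-36). The neutrophil marker genes Csf3r (4.61) and Cxcr2 (4.46) rose as well, and the median log2 fold change of 14 neutrophil marker genes was 3.66.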

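Down-regulated joint genes held 49 of 80 genes of the electron transport chain (61.2%, odds ratio 24.0, adjusted p = 2.72e-36), among them Slc25a4 (11739, log2 fold change -1.75, SE 0.06, FDR 1.09e-35) and Ndufb5 (66046, -1.24, SE 0.04, FDR 2.73e-35). They held 33 of 46 muscle contraction genes (adjusted p = 5.87e-28), where Actn2 (11472) fell from 1183 ± 219 to 182 ± 32.6 CPM (SD, n = 30; -2.70, SE 0.07, FDR 7.47e-41) and Myot (58916) changed by -2.40. Also enriched were the TCA cycle (20 of 25 genes, 1.04e-18, Idh3a -1.45 and Pdhb -0.81), glycolysis and gluconeogenesis (17 of 35, 1.04e-10, Slc2a4 -2.35 and Got1 -1.46), triglyceride and fatty acid metabolism (15 of 40, 1.00e-07), and β-oxidation (13 of 43, 1.38e-05, Acadm -1.25 and Hadh -1.26). Over whole lists the median log2 fold change was -0.66 for the electron transport chain, -0.72 for the TCA cycle, and -0.41 for β-oxidation. The marker genes of skeletal muscle fibres, such as Mb (-3.24) and Myl1 (-2.04), fell in the same samples with a median of -2.04 over 20 genes, and those of adipocytes, such as Plin1 (-2.04) and Cfd (-2.03), with a median of -1.97 over 14 genes. With DESeq2's size factors in place of TMM the medians of these 3 metabolic lists were -0.70, -0.76, and -0.45. The paper states that increases in inflammatory and matrix pathways are those of inflammatory joint disease and that the decreases were in metabolic pathways.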

Given the widespread alteration of gene expression within the inflamed joint and the notable emergence of newly rhythmic genes, we next examined potential upstream regulators using Ingenuity Pathway Analysis. Analyses of the DE gene set implicated several known inflammatory mediators (namely, IκBα, STAT1, STAT3, STAT6, NR4A1), as well as epigenetic (KDM5A, SMYD1) and metabolic (PPARγ, PGC1α, PGC1β) regulators (*SI Appendix*, Fig. S2*C*). Upstream regulator analyses based on genes which showed altered rhythmicity in the arthritic joint identified transcription factors previously shown to be capable of driving rhythms in gene expression, including PPARγ, PGC1α, GR (NR3C1), SIRT1, and HIF1α (*SI Appendix*, Fig. S2*C*).

Thus, within the inflamed joint, there is clear disturbance of the molecular clockwork and associated and pronounced alteration in the rhythmic transcriptome. This altered activity with disease reflects the changing metabolic and inflammatory states and suggests altered dominance of nonclock regulators (e.g., PPARs, GR) in driving time-of-day differences in gene expression.

### Inflammatory Arthritis Reprograms Gene Expression in Muscle and Liver.

To define how localized joint inflammation may impact metabolic and rhythmic processes at distal sites, we next profiled liver and muscle. 

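Liver samples held between 17507644 and 140014585 counts, with a median of 44347858 in naïve and 28751997 in CIA mice. Muscle samples held between 5122122 (naïve ZT4 replicate 2) and 182828266 counts (CIA ZT0 replicate 5), with a median of 50760238 in naïve and 42241855 in CIA mice. The 20 most abundant genes took a median of 24.7% of the counts in naïve and 27.9% in CIA livers, and 42.3% and 39.1% in muscles. Even numbers made up 80.2% of liver and 75.1% of muscle counts between 1 and 20. Tested were 14438 genes in liver and 15755 in muscle, in the same way as in the joint. Replicates differed by more than sampling noise here too, with a smallest chi-square per degree of freedom of 12.8 in liver and 6.30 in muscle.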

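In liver 7208 genes were assigned to a rhythmic category. Of these 5383 kept the same rhythm, 852 lost it, 587 gained it, and 386 changed, so that 1825 (25.3%) were altered in CIA. In muscle 2282 genes were rhythmic, of which 1524 kept the same rhythm, 368 lost it, 366 gained it, and 24 changed, so that 758 (33.2%) were altered. Arrhythmic were 4126 genes in liver and 10803 in muscle, and 21.5% and 16.9% of the genes tested were unassigned. With Akaike's criterion in place of BIC the altered genes numbered 3040 in liver and 1401 in muscle, and at a BIC weight of at least 0.8 they numbered 967 and 303. In muscle the number was 1200 without replicate 3. Of single muscle samples, CIA ZT4 replicate 3 raised the gained genes to 710 when left out, and CIA ZT16 replicate 1 the changed genes to 41. The test for a difference in rhythm called 1.1e+02 liver genes (0.755% of those tested) at an FDR of 0.05 (2353 at an unadjusted p of 0.05), 0 without replicate 4, and 279 under DESeq2's likelihood ratio test. In muscle it called 0 genes (1276 at an unadjusted p of 0.05), and 3 without replicate 3.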

Analyses of liver (Fig. 3 *A* and *B*) and muscle (*SI Appendix*, Fig. S3 *A* and *B*) tissue isolated from naïve or CIA mice showed that rhythms in gene expression were widely maintained, although ∼30% of oscillatory genes showed altered rhythmicity (loss, gain, or change) between naïve and CIA animals. Employing standard JTK-cycle analyses with a subsequent overlap comparison identified many more genes which potentially gained or lost significant rhythmicity (*SI Appendix*, Fig. S4 *A* and *B*). However, as this approach does not directly compare individual gene expression profiles, it is prone to high FDRs (*SI Appendix*, Fig. S4*C*).

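At the JTK q-value threshold used for the joint, 7148 genes were rhythmic in naïve livers and 4308 in CIA livers, 3449 of them in both, so that 859 genes gained and 3699 lost rhythmicity by overlap. Together these were 4558 genes, or 56.9% of the 8007 rhythmic in either condition. In muscle 1585 genes were rhythmic in naïve and 1.6e+02 (1.02% of the genes tested) in CIA mice, 1.1e+02 (0.705%) in both, so that 50 gained and 1474 lost rhythmicity (93.2% of 1635). A stricter q-value threshold of 0.01 moved the muscle number most, from 1524 to 725, apart from the Bonferroni-adjusted p-value, which gave 3313. Leaving out replicate 3 gave 809 muscle genes, the smallest number with 1 replicate left out. In these fits the genes rhythmic in CIA muscles numbered between 2 (without replicate 5) and 63 (without replicate 1). Gained genes then numbered between 1 and 26, and lost genes between 788 and 1437. Of the liver genes lost by overlap, the model selection assigned 811 to lost and 1663 to same, and of those gained 342 to gained and 322 to same. Of the muscle genes lost by overlap it assigned 223 to lost and 760 to same.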

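When treatment labels were exchanged within time points on centred log2 CPM, the JTK overlap gave a median of 3223 gained or lost genes in liver over 99 exchanges, 70.7% of the 4559 found on the same values with the real labels. In muscle the median was 695, or 45.6% of the real number. The model selection gave a median of 618 altered genes in liver and 522 in muscle, which is 33.9% and 68.9% of its numbers with the real labels. The highest numbers over the exchanges were 3811 in liver and 1094 in muscle for the JTK overlap, and 1035 and 1294 for the model selection. In muscle 19 of 100 label sets, the real one included, gave at least 758 altered genes by model selection, and in liver 1 of 100 gave at least 1825.

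**Figure D3:**
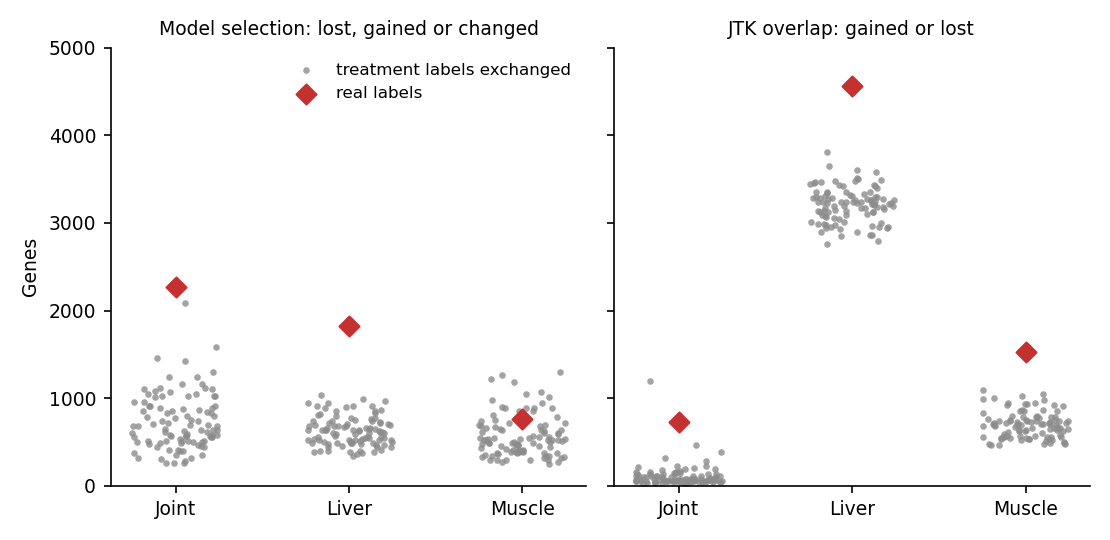
Number of genes with altered rhythmicity by model selection (left) and number gained or lost by JTK overlap (right) in joint, liver, and muscle. Grey points are 99 exchanges of treatment labels within time points and red diamonds the real labels, which lie above every exchange in liver in both panels.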

**Fig. 3.**
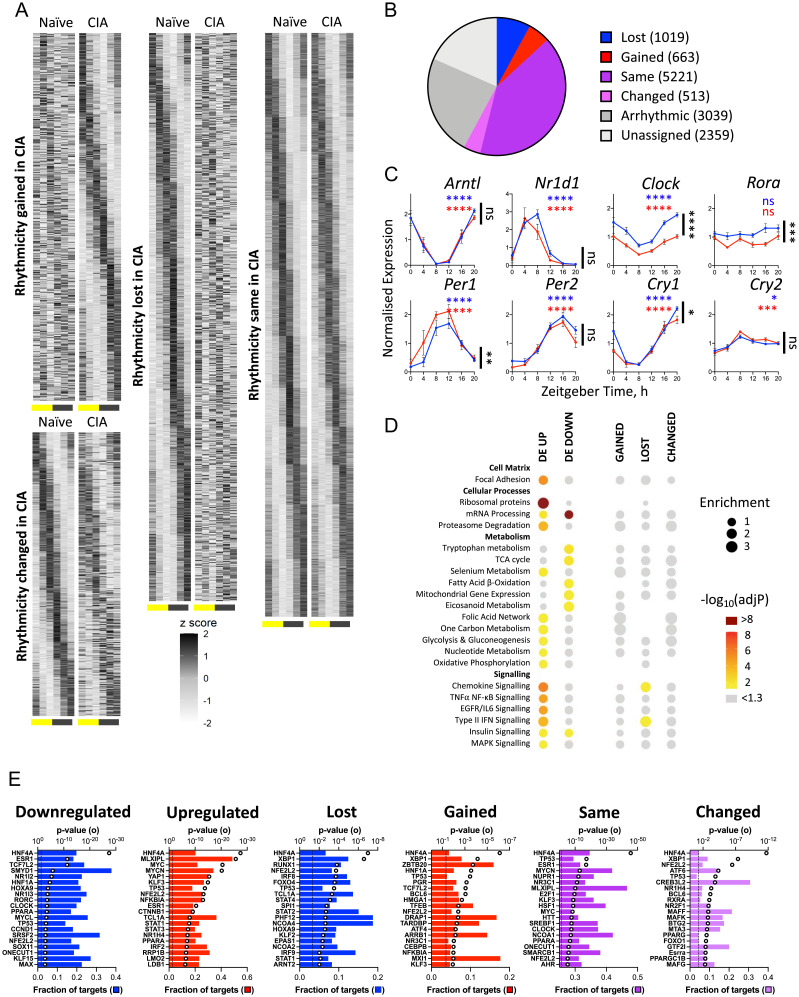
The liver transcriptome shows circadian perturbation in response to arthritis. (*A* and *B*) Matched liver samples were analyzed by RNA sequencing to characterize the effect of distal inflammatory disease. The majority of genes were rhythmic under at least one condition, and genes were grouped according to change or maintenance of rhythmicity with CIA using compareRhythms (Fig. 2). (*C*) Rhythmic expression of most core clock genes was maintained in liver, although expression of *Clock* and *Rora* was significantly reduced with disease (CIA vs. naïve comparison by two-way ANOVA in black; adjusted *P* [adjP] value of JTK analysis in blue and red; *n* = 5/point. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data are presented as mean ± SEM). (*D*) Groups of genes showing significant differential expression (DE) or rhythmic change with disease were analyzed using the Enrichr tool (*Materials and Methods* and Fig. 2). Enrichment of metabolic and signaling categories were predominantly associated with changes in expression level rather than rhythmicity. (*E*) Upstream regulator analysis of liver transcripts differentially expressed with CIA identified metabolic and inflammatory mediators. The top 20 most significant regulators are shown for each category. Open circle represents significance of enrichment; filled bar represents fraction of downstream targets found in the category; dashed line indicates *P* = 0.05. ns, not significant.

Core circadian clock genes continued to oscillate robustly in the liver (Fig. 3*C*) and muscle (*SI Appendix*, Fig. S3C) of CIA mice, although *Clock* and *Rora* expressions were significantly reduced in CIA liver, and other minor alterations were observed. Thus, compared with the joint, disruption to core clock gene expression in liver and muscle appeared subtle, which would be expected when comparing the primary site of inflammation with more distal tissues. 

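In liver 2 of the 8 core clock genes differed between CIA and naïve mice at an FDR of 0.05, and the same number did when adjusted over the list alone. Clock fell from 53.7 ± 18.6 to 32.1 ± 12.1 CPM (SD, n = 30), a log2 fold change of -0.74 (SE 0.14, FDR 3.98e-06), with 9 of 30 CIA livers below all naïve livers. Rora fell from 10.8 ± 2.32 to 7.96 ± 2.04 CPM (-0.44, SE 0.09, FDR 1.17e-05), with 8 of 30 below all naïve livers. The other 6 genes had FDRs of at least 0.281, but with a term for time point Per1 was higher (log2 fold change 0.51, FDR 0.0360) and Per2 lower (-0.38, FDR 0.00372). A JTK adjusted p-value under 0.05 was found for 7 of the 8 genes in naïve and in CIA livers, and for 8 of 8 in both groups of muscles. By model selection 6 genes kept the same rhythm in liver, while Per2 changed and Rora was arrhythmic, and in muscle 7 kept it while Nr1d1 changed. The CPM amplitude of Clock in liver fell from 22.6 to 14.3 (permutation p = 0.00407, adjusted over the list alone 0.0326), and the adjusted value was above 0.05 without replicate 3 (0.252), 4 (0.0600), or 5 (0.0575). On log2 CPM the amplitude of Clock was 0.66 in naïve and 0.70 in CIA livers. In muscle 0 of the 8 genes differed in expression at an FDR of 0.05 and 1 was lower at an unadjusted p of 0.05, Cry1 (log2 fold change -0.27, SE 0.13, FDR 0.0982), whose FDR was 0.0152 with a term for time point. No clock gene of muscle differed in amplitude at 0.05 adjusted over the list alone, and the smallest adjusted value was 0.190, for Cry2, with an unadjusted permutation p of 0.0238.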

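Whether CIA changed clock genes differently in the 3 tissues was tested as an interaction of treatment and tissue in edgeR's quasi-likelihood test over the 13363 genes tested in all tissues. Between joint and liver, 5 of the 8 core clock genes differed in their log2 fold change at an FDR of 0.05. The difference, joint minus liver, was -1.58 for Cry2 (2.72e-21 adjusted over the list alone), -1.37 for Per1 (0.00122), -0.70 for Cry1 (0.0226), -0.56 for Rora (2.37e-04), and 0.62 for Clock (9.87e-04), which fell more in liver than in the joint. Between joint and muscle 5 genes differed, with -1.68 for Cry2 (2.13e-23), -1.28 for Per1 (0.00345), -0.99 for Rora (2.30e-11), -0.97 for Per2 (0.0291), and -0.68 for Cry1 (0.0291). Between liver and muscle only Clock (-0.72, 3.96e-04) and Rora (-0.44, 0.00536) differed. With samples of the same condition, time point, and number taken as 1 mouse, a block chosen after seeing the data, 8, 7, and 2 clock genes differed in these 3 comparisons. From the smaller changes in liver and muscle than in the joint, the paper proposes that the clock is disturbed most at the primary site of inflammation.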

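Liver genes that lost rhythmicity in CIA held 9 of 37 genes of type II interferon signaling (24.3%), against 5.85% of all other genes (Fisher's exact test, odds ratio 5.17, adjusted p = 0.00655). They held 9 of 73 chemokine signaling genes (12.3%), with an unadjusted p-value of 0.0273 and an adjusted one of 0.179. This adjusted p-value was 0.0429 with rhythm groups at a BIC weight of at least 0.4 and 0.0244 among genes with at least 10 counts in every sample. No list was enriched among liver genes that gained or changed rhythm, where the smallest adjusted p-values were 0.488 and 0.0652.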

Pathway enrichment analyses of differentially rhythmic genes in liver showed few significantly enriched processes (only chemokine and IFN signaling; Fig. 3*D*). Similarly, in muscle, only circadian regulation emerged as enriched in the “changed” group (*SI Appendix*, Fig. S3*D*).

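In muscle 1 of 24 circadian clock genes, Nr1d1, was among the 24 genes that changed rhythm, an odds ratio of 29.7 with a one-sided Fisher's exact p of 0.0360 and an adjusted p-value of 0.235. The adjusted p-value lay between 0.255 and 0.425 under the 4 alternatives. The smallest adjusted p-value of any list was 0.436 among muscle genes that gained rhythmicity and 0.395 among those that lost it.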

In contrast, CIA had a widespread impact on gene expression when examined irrespective of time (*n* = 6,172 DE genes, FDR < 0.001 in liver; *n* = 2,800 DE genes, FDR < 0.001 in muscle). 

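At an FDR of 0.001, edgeR's quasi-likelihood test called 6308 of 14438 liver genes, 3061 higher and 3247 lower in CIA, and 9023 genes had an FDR under 0.05. With a term for time point the number was 7160, and without 1 replicate number it was between 5532 and 5652. After every liver sample was thinned to the smallest total, a setting chosen after seeing the data, it was 5963. The largest increases in liver were in Saa2 (20209), from 22.6 ± 35.9 to 7023 ± 6670.4 CPM (SD, n = 30; log2 fold change 8.28, SE 0.52, FDR 1.60e-21), Prtn3 (19152, 7.95, SE 0.39), and Lcn2 (16819, 7.73, SE 0.41). The largest decreases were in Mup16 (100039177, -3.98, SE 0.54), Mup9 (100038948, -3.27, SE 0.30), and Mup18 (100048884, -3.02, SE 0.49). Saa2 and the Mup genes have close paralogs whose reads the counting could have shared.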

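In muscle the same threshold called 2671 of 15755 genes, 1648 higher and 1023 lower, and 6341 genes had an FDR under 0.05. Thinning every muscle sample to the smallest total, a setting chosen after seeing the data, gave 1742 genes, of which 1660 were among the 2671. Leaving out each replicate number gave between 1717 and 2016 genes. The largest decreases were in Sbk3 (381835, log2 fold change -2.57, SE 0.51), Odf3l2 (-1.76, SE 0.26), and Tppp3 (67971, -1.74, SE 0.18), which fell from 44.7 ± 18.1 to 13.4 ± 6.93 CPM (SD, n = 30; FDR 2.78e-11). The largest increases were in Saa3 (20210), from 0.0368 ± 0.0748 to 27.0 ± 113.2 CPM (log2 fold change 9.21, SE 1.18, FDR 1.18e-08), Ighg2b (16016, 9.03, SE 1.22), and Ighg2c (404711, 8.34, SE 1.19), which has close paralogs among the other immunoglobulin genes. These 3 increases rest largely on muscle sample CIA ZT0 replicate 1, which held 75.9% of the CIA CPM of Saa3, 80.5% of Ighg2b, and 76.9% of Ighg2c. Without that sample the log2 fold changes were 7.20, 6.61, and 6.20.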

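Liver genes up-regulated in CIA held 68 of 78 ribosomal protein genes (87.2%), against 20.8% of all other genes (Fisher's exact test, odds ratio 25.8, adjusted p = 9.26e-34). Rps29 (20090) rose from 98.3 ± 10.9 to 173.7 ± 17.7 CPM (SD, n = 30; log2 fold change 0.82, SE 0.04, FDR 4.43e-26) and Rpl41 from 126.1 ± 15.3 to 236 ± 29.3 CPM (0.91, SE 0.05, FDR 2.60e-25). Up-regulated genes also held 22 of 45 genes of TNF and NF-κB signaling (adjusted p = 0.00145) and 27 of 73 of chemokine signaling (0.0242). Cxcl14 (57266) rose from 1.91 ± 0.946 to 53.9 ± 28.5 CPM (4.83, SE 0.21), while Gnai3 (-0.58), Chuk (-0.69), and Map3k7 (-0.42), the other members of these lists with the smallest FDRs, fell. Type II interferon signaling had 15 of 37 genes among the up-regulated (adjusted p = 0.0652, with Icam1 at 0.95 and Psmb8 at 0.60), and with a term for time point its adjusted p-value was 2.10e-04. The proteasome had 16 of 44 (0.127, with Psmb4 at 0.46 and Psme4 at -0.43), and 21 of 44 with a term for time point (0.00805). Groups from the fit with that term moved the number of enriched pairs of a list and a group in liver most, from 5 to 9 of 85.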

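Down-regulated liver genes held 19 of 42 β-oxidation genes (45.2%, odds ratio 2.86, adjusted p = 0.0191), among them Dld (13382, log2 fold change -0.55, SE 0.04, FDR 7.24e-19) and Etfa (110842, -0.46, SE 0.04, FDR 1.20e-17). They held 12 of 25 TCA cycle genes (adjusted p = 0.0616), among them Pdha1 (18597, -0.51, SE 0.04, FDR 7.74e-20) and Sdha (66945, -0.47, SE 0.03, FDR 5.27e-19), and the adjusted p-value was 0.0114 with a term for time point. They held 14 of 36 genes of mitochondrial gene expression (0.151), with Mtif2 at -0.55 and Gabpa at -0.51. limma's fry rotation test of the direction of each list gave adjusted p-values of 4.70e-11 for β-oxidation, 2.37e-09 for the TCA cycle, and 2.31e-16 for mitochondrial gene expression, all down in CIA, and of 4.36e-04 for the proteasome and 2.50e-12 for type II interferon signaling, both up.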

Pathway enrichment analyses of DE genes in the liver revealed a number of highly enriched pathways, which were suggestive of altered protein dynamics (ribosome proteins, proteasome degradation), mitochondrial and lipid metabolism (tricarboxylic acid cycle [TCA], β-oxidation, mitochondrial gene expression), and increased inflammatory signaling (Fig. 3*D*). Upstream regulator analysis identified MLXIPL as a candidate regulator of DE genes in the liver (Fig. 3*E*). MLXIPL has been found to drive fatty acid and triglyceride production, activated by a glucose metabolite (27). The prominence of HNF4 as a predicted upstream regulator is likely to reflect its widespread influence over hepatic gene expression rather than specific perturbation of HNF4 activity during CIA. Inflammatory mediators were highlighted (namely, STAT1, STAT3, IκBα). Interestingly, circadian clock factors (CLOCK, RORγ) and a known clock-associated factor (PPARα) were also identified, suggesting that altered clock function may contribute to altered gene regulation during CIA beyond dictating rhythmicity.

Pathway enrichment analyses of DE genes in muscle paralleled that observed in liver, with ribosomal proteins, proteasome degradation, inflammatory signaling, and mitochondrial metabolism widely represented (*SI Appendix*, Fig. S3*D*). Moreover, significantly altered expression of key metabolic regulators, including *Ppar*s, *Pgc1a*, *Mlxipl*, and components of the JAK-STAT signaling pathway were evident in CIA muscle (*SI Appendix*, Fig. S3*E*). 

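Muscle genes up-regulated in CIA held all 78 ribosomal protein genes tested, against 10.0% of all other genes (Fisher's exact test, adjusted p = 5.40e-76), with Rps27 (57294) at 84.1 ± 9.07 CPM in naïve and 131.9 ± 26.1 in CIA muscles (SD, n = 30; log2 fold change 0.65, SE 0.06, FDR 5.77e-12). They held 26 of 44 proteasome genes (59.1%, odds ratio 12.5, adjusted p = 7.20e-14), among them Psma7 (26444, 0.71, SE 0.12) and Pomp (66537, 0.48, SE 0.08). They held 36 of 78 chemokine signaling genes (2.00e-14, with Ccl8 at 3.71), 17 of 38 of type II interferon signaling (9.42e-07, with Cxcl10 at 4.58), and 19 of 47 of TNF and NF-κB signaling (1.01e-06, with Nfkb2 at 2.11). Per sample, the mean log2 CPM of the ribosomal protein genes had a median 0.43 higher in CIA than in naïve muscles, with 21 of 30 CIA samples above all naïve samples, and that of the chemokine signaling genes a median 0.23 higher, with 7 of 30 above. Down-regulated muscle genes held 48 of 80 genes of the electron transport chain (60.0%, odds ratio 22.6, adjusted p = 4.36e-35), among them Ndufs1 (227197), from 364 ± 32.2 to 259.7 ± 70.1 CPM (-0.49, SE 0.08, FDR 8.30e-07), and Ndufa10 (67273, -0.35, SE 0.06). They held 20 of 25 TCA cycle genes (1.64e-18, Pdhx -0.42 and Pdha1 -0.43), 11 of 31 of glycolysis and gluconeogenesis (2.21e-05, Mdh2 -0.46 and Pkm -0.52), 9 of 36 of mitochondrial gene expression (0.00357, Mtif2 -0.28 and Gfm2 -0.27), and 8 of 43 of β-oxidation (0.0495). In all 10 pairs of a list and a group were enriched in muscle, and between 8 and 11 over the alternatives.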

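Of these 8 genes, 2 were higher and 3 lower in CIA muscles at an FDR of 0.001, and 2 and 4 at an FDR of 0.05 (3 and 4 adjusted over the list alone). Ppara (19013) fell from 20.2 ± 7.42 to 13.3 ± 5.71 CPM (SD, n = 30), a log2 fold change of -0.61 (SE 0.15, FDR 8.14e-04). Ppargc1a (19017), which encodes PGC1α, fell from 40.7 ± 6.91 to 29.2 ± 7.72 CPM (-0.48, SE 0.08, FDR 6.16e-06), and Mlxipl (58805) from 79.1 ± 19.3 to 65.4 ± 12.6 CPM (-0.27, SE 0.08, FDR 0.00379, but 0.0599 without replicate 3). Ppard (19015) had a log2 fold change of 0.20 (SE 0.09, FDR 0.0813, but 0.0396 without replicate 5). For Pparg (19016) the log2 fold change was -0.08 (SE 0.27, FDR 0.838), and it lay between -0.34 and 0.56 with each replicate number left out. Jak2 (16452) changed by -0.42 (SE 0.08, FDR 4.78e-05), Stat3 by 0.40 (SE 0.10, FDR 9.62e-04), and Stat5a (20850) by 0.40 (SE 0.09, FDR 2.06e-04). From gene expression in liver and muscle the paper proposes that CIA raises inflammatory signaling and cell stress in both tissues and thereby affects lipid and mitochondrial metabolism.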

Upstream regulator analysis of the muscle DE gene sets identified similar transcription factors involved in metabolic (e.g., PGC1α, PGC1β, MLXIPL) and inflammatory (e.g., STAT3, RELA, IκBα, NR4A1) function, as well as known clock and stress-responsive factors HIF1α and SIRT1 (*SI Appendix*, Fig. S3*F*). These findings suggest that CIA leads to a state of increased inflammatory signaling and cell stress within both tissues, with consequent impact on lipid and mitochondrial metabolism.

### Identification of EGFR and STAT as Mediators of Hepatic Response to CIA.

Transcriptional analyses implicated a number of signaling cascades with potential to drive altered tissue and metabolic function in the liver and muscle during CIA. However, many of these cascades are regulated posttranslationally; therefore, we next examined disease-related changes to the hepatic phosphoproteome across the diurnal cycle. From a total of 13,660 phosphorylation events identified, 1,826 (13.4%) were significantly altered on comparison of CIA and naïve conditions (Benjamini-Hochberg FDR < 0.05; Fig. 4 *A*–*C*).

**Fig. 4.**
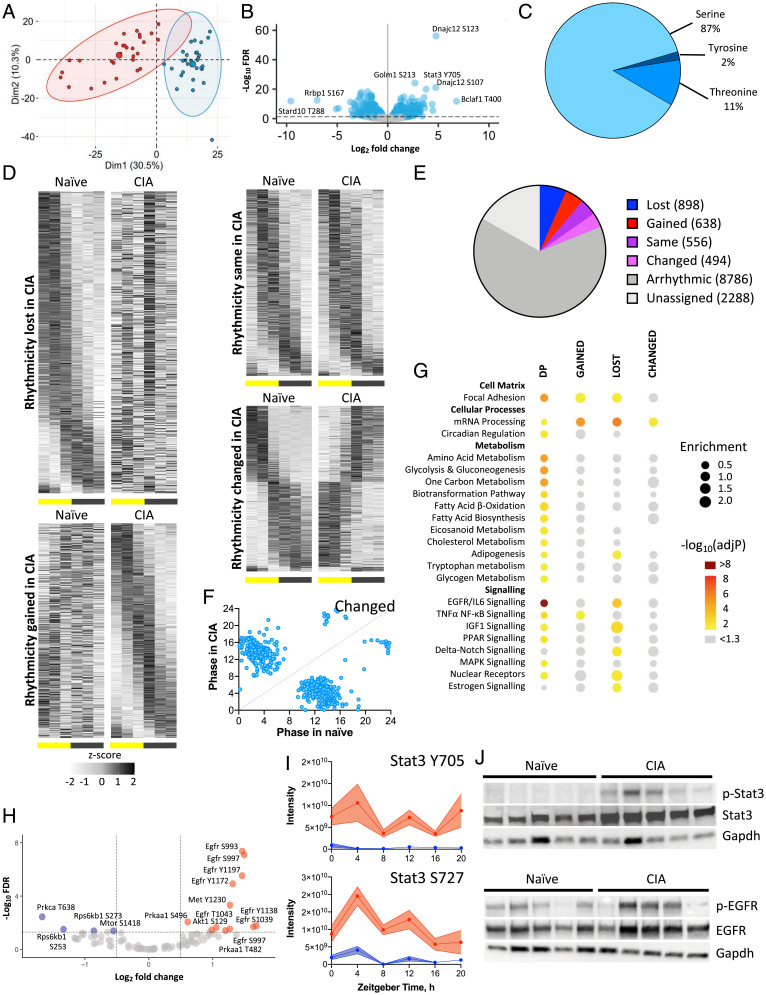
Phosphoproteomic analysis of liver identifies EGFR signaling as a potential mediator of inflammatory disease response. (*A*–*C*) The phosphoproteome of the same liver samples (*n* = 5/time per condition) was analyzed by mass spectrometry. Principle component analysis identified disease as the largest source of variation (*A*; naïve mice, blue; CIA mice, red). Significantly altered phosphopeptides (*B*, blue), predominantly serine residues (*C*), were identified. (*D*–*F*) Differential rhythmicity analysis using compareRhythms (*D* and *E*) highlighting a switch in predicted phase for phosphopeptides belonging to the “altered” group (*F*). (*G*) Groups of genes associated with sites of DP and/or rhythmic phosphorylation were analyzed for functional enrichment using the Enrichr tool (spot size represents fold enrichment of genes in group vs. the genome; color represents significance of enrichment; spot absence means no genes from the pathway belonged to the group), highlighting enrichment of genes involved in EGFR/IL6 signaling. (*H*) The KinSwingR package was used to predict kinases associated with significant (FDR < 0.05) phosphoproteome changes (increased phosphorylation with CIA indicated in red; reduced phosphorylation indicated in blue), also highlighting EGFR signaling. (*I*) Among predicted regulatory kinases, Stat3 showed DP. Treatment effect by two-way ANOVA. ****P < 0.0001. Error bars represent SEM. (*J*) Western blot analysis of phospho-Stat3, Stat3 (*Top*), phospho-EGFR and EGFR (*Bottom*) confirmed increased phosphorylation in CIA liver samples collected at ZT4. GAPDH immunoblot was used as a loading control.

Approximately 25% of detected phosphopeptides were significantly rhythmic, and comparison between naïve and disease states revealed widespread differential rhythmicity (Fig. 4 *D* and *E*). Notably, species identified as having an altered rhythmic profile between the two conditions (i.e., changed) exhibited a dramatic shift in peak phase (Fig. 4*F*). Enrichment analysis of genes corresponding to significantly altered phosphopeptides, either as a result of differential phosphorylation (DP) with disease or changes in rhythmicity, identified pathways involved in proinflammatory signaling (including EGFR1/IL-6 and NFκB) and metabolic (amino acid and glucose metabolism, β-oxidation, PPAR regulated) processes (Fig. 4*G*). Disease-related alteration in phosphorylation state rhythmicity was observed in influential regulators of energy metabolism (e.g., AKT, IR, IRS1 and 2, mTOR, SREBF1, FOXO1 and 3, SIRT1, CPT1a, MLXIPL). These findings closely parallel outputs from transcriptional and upstream regulator analyses of naïve and CIA liver and reveal a pronounced impact of joint inflammation on hepatic energy handling.

To identify upstream kinases likely to contribute to the DP profiles observed in naïve versus CIA liver, we next used the KinSwingR algorithm (28) and the PhosphoSitePlus database. Forty-nine candidates were identified based on kinase-substrate interaction predictions (*SI Appendix*, Table S1). Of the predicted kinases, 29 were directly identified within our dataset, and seven of these showed DP states between naïve and CIA conditions (FDR < 0.05; Fig. 4*H*). EGFR, AMP-kinase, and AKT showed increased phosphorylation with CIA, while mTOR and its associated mediator, ribosomal P70-S6 kinase, had reduced phosphorylation. Among other significantly phosphorylated proteins, STAT3 had increased phosphorylation at both Y705 and S727 (FDR < 0.05; Fig. 4 *B* and *I*). Both sites on STAT3 had significantly increased phosphorylation across the time series, and S727 phosphorylation also showed significant rhythmicity with CIA. These STAT3 phosphorylation sites are known to promote nuclear translocation, DNA binding, and transcriptional regulation of widespread gene targets, which, in the liver, include influential regulators of energy metabolism (29). 

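In the RNA sequencing of liver, Socs3 rose from 4.37 ± 5.01 CPM (SD, n = 30) in naïve to 30.1 ± 22.9 in CIA mice, a log2 fold change of 2.79 (SE 0.26, FDR 9.07e-15 from edgeR's quasi-likelihood test), with 9 of 30 CIA livers above all naïve livers. Stat3 rose from 114.6 ± 28.9 to 252 ± 69.5 CPM (1.14, SE 0.09, FDR 1.62e-17), with 15 of 30 CIA livers above all naïve livers. Both were higher in CIA at all 6 time points. With each replicate number left out the log2 fold change stayed between 2.65 and 2.98 for Socs3 and between 1.11 and 1.17 for Stat3. The model selection placed Stat3 in gained and Socs3 in arrhythmic.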

In line with increased STAT3 activity, expression of its well-characterized target gene, *Socs3*, significantly increased in the livers of CIA mice, as did expression of *Stat3* itself (*SI Appendix*, Fig. S5*A*).

In CIA, multiple signaling pathways appeared to converge on the JAK-STAT cascade, including EGFR activation and the inflammatory cytokines IL6 and IL1β. In line with phosphoproteome profiling, increased total and phosphorylated forms of EGFR and STAT3 were observed in livers recovered from the CIA mice compared with those from naïve animals (Fig. 4*J*). Thus, our phosphoproteomics reinforces the CIA-driven alteration in signaling response with downstream metabolic consequences. Supporting a prominent role for liver STAT3 action in the CIA mice, we find a high proportion of genes that are differentially regulated by CIA to be associated with STAT3-binding sites in hepatocytes treated with IL6 (*SI Appendix*, Fig. S5*B* (30)). These targets are functionally enriched for genes involved in fatty acid β-oxidation and mitochondrial function, as well as canonical targets of inflammatory signaling pathways (*SI Appendix*, Fig. S5*C*).

### Metabolomic Profiling Highlights Differential Lipid Use in Distal Tissues.

Analysis of gene expression in liver and muscle identified lipid and mitochondrial metabolism to be differentially regulated by CIA, while phosphoproteomic analysis confirmed changes in EGFR and STAT3 signaling as potential upstream regulators of altered metabolic function in the liver. We next assessed the consequences of CIA through metabolomic profiling of plasma, muscle, and liver samples from the same naïve and CIA-affected mice. The number and class distributions of detected metabolites were comparable to those reported from previous studies [e.g., Dyar et al. (13)] with more than 850 unique species quantified and ∼30% of species showing tissue-specific detection (Fig. 5 *A* and *B*).

**Fig. 5.**
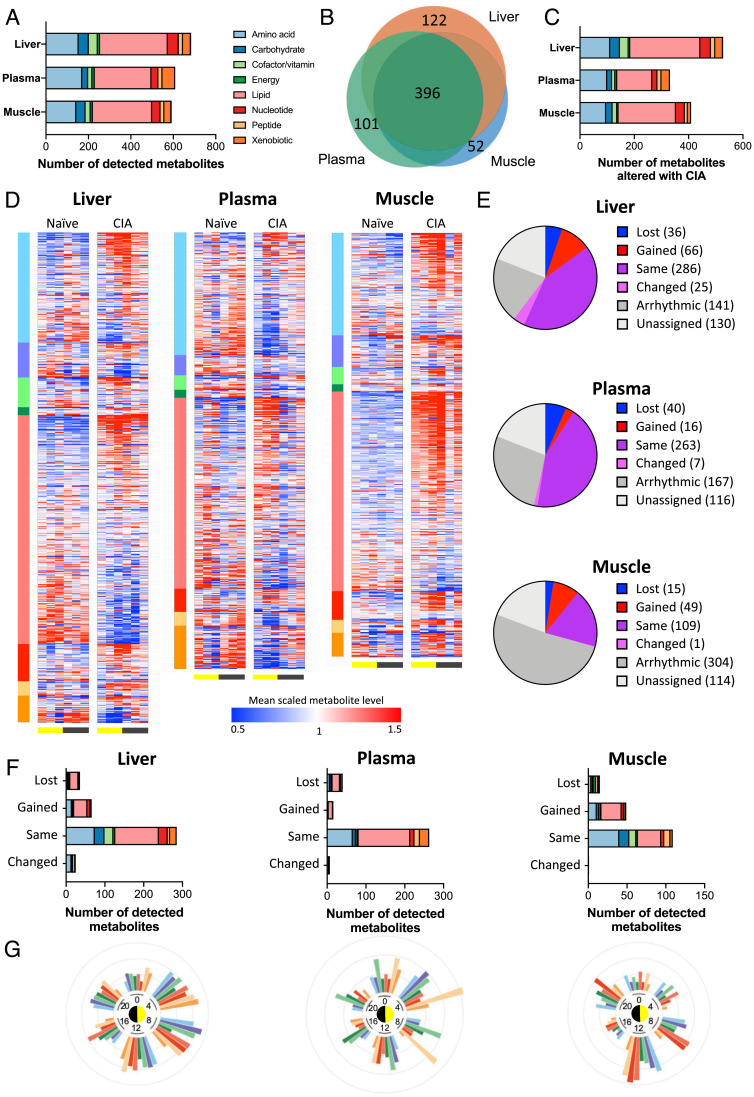
The majority of detected metabolites in distal tissues are significantly altered by inflammatory disease. (*A* and *B*) Global metabolomic profiling of samples from naïve and CIA mice (*n* = 5/time per condition) identified overlapping metabolite profiles in liver, plasma, and muscle. Color indicates metabolite superclass of detected metabolites; scale indicates number of identified metabolites. (*C*) Significant numbers of detected metabolites showed differential abundance with disease (*q* < 0.05 on two-way ANOVA). (*D*) Heat maps of tissue-specific metabolite abundance (sorted by metabolite class and then fold change in detection level) represent alterations to metabolite level with disease. (*E* and *F*) The effect of distal inflammatory disease on metabolite rhythmicity was categorized using compareRhythms (*E*) and represented by superclass (*F*). (*G*) The proportion of metabolites showing differential detection between naïve and CIA tissue at each time point are presented on radial plots, indicating tissue- and time-specific changes in metabolite abundance with disease.

We first examined metabolite levels irrespective of time of day. CIA caused a pronounced and system-wide alteration in metabolites between naïve and arthritic mice (with 77%, 59%, and 69% of detected metabolites showing a significant difference in abundance in response to disease in liver, plasma, and muscle, respectively; *q* < 0.05; Fig. 5 *C* and *D* and *SI Appendix*, Fig. S6*A*). The impact of CIA was evident across metabolite superfamily classifications (Fig. 5*C*). Widespread rhythmicity was observed in ∼30% of muscle and ∼55 to 60% of liver and plasma metabolites (Fig. 5 *D* and *E*). Again, this was reflected across metabolite classes (Fig. 5*F*). Comparison of disease-related change (irrespective of time) in specific metabolites across tissues revealed a generally coordinated response between liver and muscle, except for a notable divergence observed in lipid species (which were increased in muscle, but reduced in liver in CIA mice relative to naïve mice; *SI Appendix*, Fig. S6 *B* and *C*).

Individual metabolite rhythmicity was largely maintained in the tissues and plasma (relatively few were classified as “loss”). However, there was a pronounced emergence of oscillating metabolites in both liver and muscle of CIA mice, which was particularly evident in lipid species (Fig. 5*F*). Moreover, temporal correlation between metabolites (both within and across tissues) was significantly reduced in CIA mice when compared with naïve controls (*SI Appendix*, Fig. S6*D*). By comparing the proportion of altered metabolites (between naïve and CIA samples) within each superclass by time of day, we observed that the impact of CIA increased during the mid to late day (ZT4–12; Fig. 5*G*). Extending this analysis to metabolite subclasses, we found that a number of influential lipid subclasses, including ceramides, phospholipids, long-chain fatty acids (LCFAs), and acyl carnitines, showed an overall and time-related response to CIA (Fig. 6 *A* and *B* and *SI Appendix*, Fig. S7*A*). Thus, while the effects of CIA were observed across all metabolite classes (in terms of level and rhythmicity), the effect upon lipid species was pronounced, especially during the mid to late day (Fig. 5 *F* and *G*). This is a time when disease activity and circulating cytokines are increased (Fig. 1 *F*–*H*) and when the animals have an increased reliance on fatty acid oxidation for energy (due to the natural rest and activity cycle of the nocturnal mice).

**Fig. 6.**
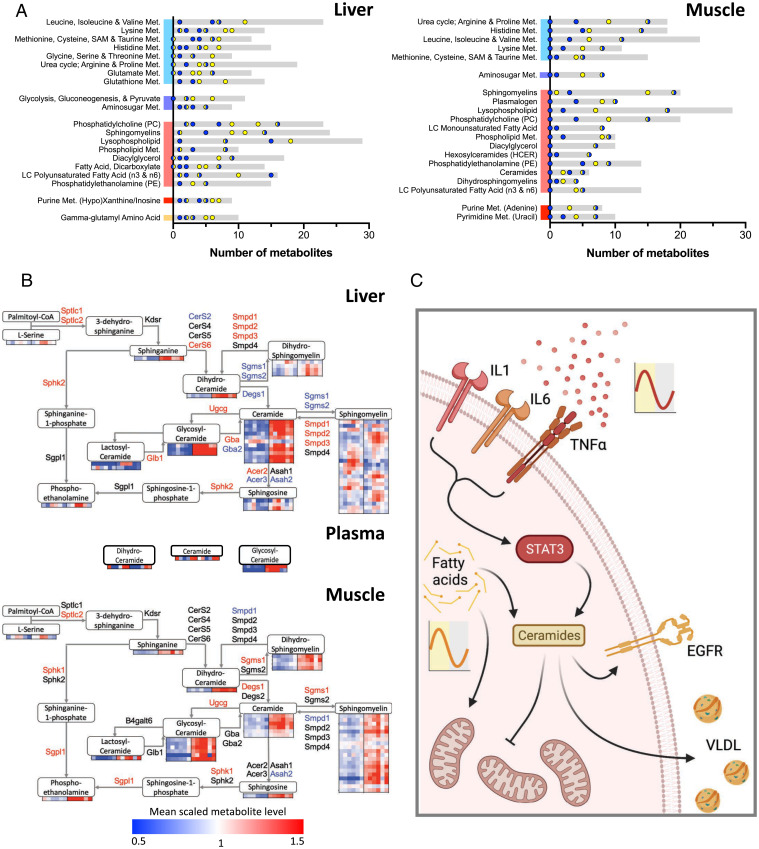
Metabolomic profiling highlights differential lipid use in liver and muscle. (*A*) Metabolite subpathways were sorted according to average differential detection between light (ZT4, 8, 12) and dark (ZT16, 20, 0) conditions to identify metabolic processes altered by disease and diurnal rhythm in liver (*Left*) and muscle (*Right*) (gray bars represent total detected metabolites; points represent number of differentially detected metabolites at light (yellow), dark (blue), or transition (yellow and blue) time points). (*B*) Integrating differential gene expression (named genes; red and blue indicate significant up- and down-regulation, respectively) and metabolite-detection profiles (heat maps) into a schematic representation of the ceramide biosynthesis pathway in liver (*Top*) and muscle (*Bottom*) highlights the accumulation of ceramides and sphingolipids with disease. (*C*) We propose a model in which chronic inflammatory signaling impacts rhythmic metabolism in distal tissues via the EGFR/STAT3 circuit. This results in rhythmic accumulation of fatty acid precursors, increased ceramide abundance, and deleterious effects upon mitochondrial function. Fig. 6*C* was created with BioRender.com. Met, metabolism.

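Over whole lists, the median log2 fold change of the electron transport chain was -0.28 in muscle, with 66 of 80 genes lower and 1 higher in CIA at an FDR of 0.05. In liver it was -0.01, with 25 of 78 genes lower and 29 higher, and it was 0.01 with DESeq2's size factors. Single genes of the list thus changed both ways in liver, without a shared direction. The fry adjusted p-value of this list was 8.57e-06 in muscle (down) and 0.538 in liver. The median of the TCA cycle was -0.36 in muscle, with 22 of 25 genes lower and 0 higher, and -0.22 in liver, with 15 lower and 3 higher. For β-oxidation it was -0.18 in muscle, with 19 of 43 genes lower and 4 higher, and -0.16 in liver, with 22 of 42 lower and 8 higher. By the test of an interaction between treatment and tissue, 61 of 78 electron transport chain genes differed between liver and muscle in their response to CIA, 58 of them with the lower fold change in muscle. Ndufa2 and Atp5g2, the genes of this chain with the smallest FDR in liver, had log2 fold changes of 0.79 (SE 0.05) and 0.58 (SE 0.04) there.

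**Figure D4:**
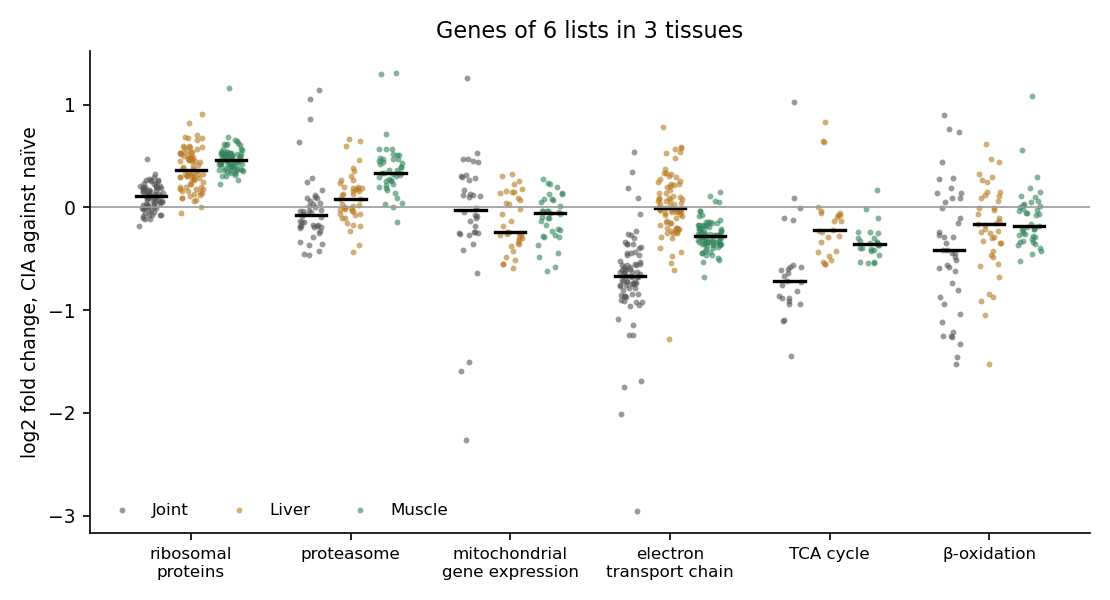
Log2 fold change of each gene of 6 lists between CIA and naïve mice in joint, liver, and muscle. Each point is 1 gene and black lines are list medians, from -0.72 (TCA cycle in joint) to 0.46 (ribosomal proteins in muscle).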

Transcriptional profiling in both muscle and liver implicated an alteration in mitochondrial metabolism (electron transport chain, TCA, and β-oxidation pathways) in CIA. Although complex, altered mitochondrial activity and lipid metabolism were also reflected in metabolomic profiles (*SI Appendix*, Fig. S7*B*). For example, liver showed a significant decrease in LCFAs but time-of-day–dependent accumulation of other lipid species, including long-chain acyl carnitines, β-hydroxybutyrate, and endocannabinoids. A particularly notable shift in hepatic and muscle lipid profile was observed in the ceramides, phosphatidylcholines, and sphingomyelins (Fig. 6*B* and *SI Appendix*, Fig. S7*C*). This suggests that inefficiency in β-oxidation and/or downstream TCA and respiratory chain function in the liver may shunt fatty acids into alternative metabolic pathways, which is accentuated during the day by increased reliance on fatty acid β-oxidation. In muscle, there was an accumulation of lipid metabolites in CIA, which included LCFAs, sphingomyelins, and ceramides (*SI Appendix*, Fig. S7*C*). Here, uptake of liver-produced lipids and ketones is likely.

Ceramide concentrations were significantly higher in both liver and muscle of CIA mice (Fig. 6*B*). Ceramide production from membrane-integral sphingomyelins is a well-characterized, early step following IL-1β/TNFα receptor activation (31). Ceramides can serve as important signaling mediators, affecting cellular energy metabolism but also driving cell stress, metabolic dysfunction, and insulin resistance (31, 32). Analysis of gene expression and intermediary metabolites across the ceramide synthesis pathway in liver supports the shunt into increased ceramide accumulation in CIA mice (Fig. 6*B*, *Top*). 

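Of 24 genes of the ceramide pathway tested in liver, 6 were higher and 6 lower in CIA at an FDR of 0.001, and 10 and 7 at an FDR of 0.05 (11 and 7 adjusted over the list alone). Smpd1 (20597) rose from 39.5 ± 3.17 CPM (SD, n = 30) in naïve to 54.5 ± 5.86 in CIA livers, a log2 fold change of 0.47 (SE 0.04, FDR 1.45e-17). Smpd3 (58994) rose from 2.60 ± 1.07 to 14.0 ± 5.67 CPM (2.42, SE 0.16, FDR 4.27e-20), and for Smpd1 and Smpd3 29 of 30 CIA livers lay above all naïve livers. Smpd2 (20598) changed by 0.26 (SE 0.05, FDR 2.66e-06) and Smpd4 (77626) by -0.02 (SE 0.05, FDR 0.786). Sptlc1 (268656) changed by 0.11 (SE 0.04, FDR 0.00411), Sptlc2 (20773) by 0.40 (SE 0.05, FDR 6.55e-10), and Cers6 (241447) by 0.44 (SE 0.16, FDR 0.0131). Acer3 (66190) fell from 21.3 ± 4.05 to 13.6 ± 4.23 CPM (-0.65, SE 0.09, FDR 1.04e-08) and Asah2 (54447) from 46.2 ± 6.38 to 31.6 ± 3.45 CPM (-0.55, SE 0.05, FDR 1.13e-15). Among the other genes, Gba2 changed by -0.64, Degs1 by -0.24, and Sgms2 by -0.48. Ugcg had a log2 fold change of 0.21 with an FDR of 0.0547, which was 0.0328 under DESeq2's Wald test. From gene expression together with intermediary metabolites, the paper proposes a shift of the liver toward ceramide accumulation in CIA.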

We found increased expression of three *Smpd* isoforms (*SI Appendix*, Fig. S8*A*), which catalyze the conversion of complex sphingomyelins to ceramides via the SMase pathway (Fig. 6*B*), as well as up-regulation of the *de novo* synthesis pathway (*Sptlc* isoforms, *CerS6*) and down-regulation of enzymes which convert ceramides to sphingosines (*Acer3, Asah2*). Inflammatory challenge in vivo via systemic administration of lipopolysaccharide increased *Stat3* and *CerS6* expression in liver but did not result in significantly altered expression of other genes involved in ceramide synthesis and metabolism (*SI Appendix*, Fig. S8*B*). The phenotype of ceramide accumulation we observe with CIA may therefore be a result of chronic inflammatory signaling and tissue adaptation rather than responses to acute challenge. Ceramide accumulation in CIA muscle was also clear, but differential gene expression suggestive of increased local production was less evident in this tissue (Fig. 6*B*, *Bottom*). 

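Of 27 genes of the ceramide pathway tested in muscle, 1 was higher and 0 were lower in CIA at an FDR of 0.001, and 5 and 1 at an FDR of 0.05 (3 and 1 adjusted over the list alone). At an unadjusted p of 0.05 there were 7 and 2. Ugcg (22234) rose from 7.66 ± 1.31 to 12.6 ± 6.45 CPM (SD, n = 30), a log2 fold change of 0.72 (SE 0.13, FDR 8.08e-06), with 11 of 30 CIA muscles above all naïve muscles. Sgms1 (208449) changed by 0.24 (FDR 0.00507), Degs1 (13244) by 0.22 (FDR 0.00984), Sptlc2 by 0.26 (FDR 0.0297), and Sphk1 (20698) by 0.63 (FDR 0.0322). Smpd1 changed by -0.19 (SE 0.05, FDR 0.00306). These calls were not all stable, with FDRs above 0.05 for Smpd1 without replicate 1 (0.0537), for Degs1 without replicate 4 (0.0623), for Sptlc2 without replicate 1 (0.0524), 3 (0.0703), or 4 (0.0508), and for Sphk1 with a term for time point (0.0690), with the replicate block (0.0520), and without replicate 1 (0.152), 2 (0.104), or 3 (0.0737). Sptlc1 had an FDR of 0.131, Asah2 one of 0.0518, which was 0.0375 with a term for time point, and Sgpl1 (20397) one of 0.0597, which was 0.0453 under DESeq2's Wald test and 0.0179 without replicate 3.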

Accumulation may therefore indicate export of ceramides from the liver (e.g., via very-low-density lipoprotein [VLDL] secretion) and subsequent uptake into muscle in CIA mice. In line with this, levels of plasma glycosyl/hexosylceramide species (the only plasma-borne ceramides detected) were significantly elevated in the CIA mice (Fig. 6*B* and *SI Appendix*, Fig. S7*D*).

Overall, our findings reveal a widespread impact of CIA with systemic and local inflammation driving mitochondrial inefficiency and accumulation of damaging lipid species, including ceramides and phosphatidylcholines. While clock function and rhythmic gene expression was broadly maintained, a strong time-of-day impact was observed, likely driven by the convergence of increased inflammation (e.g., circulating inflammatory cytokines) and the increased mobilization of fatty acids for energy supply during the late day.

## Discussion

Energy metabolism and immunity both show strong circadian variation, and abundant evidence supports reciprocal regulation. Metabolic disease in states of chronic inflammation is known to be an important driver of morbidity and mortality, yet little is known of how chronic inflammation impacts on rhythmic energy metabolism and its control circuits. Here, we show that CIA drives a strongly rhythmic systemic inflammatory state with consequent impact on energy metabolism in liver and muscle (Fig. 6*C*).

Overall, we observed significant changes in rhythmicity in the joint, including within the circadian clockwork. In liver and muscle, we saw newly rhythmic or enhanced rhythmicity within transcriptional, metabolomic, and phosphoproteomic data but no changes in circadian clock rhythmicity. Our data suggest that this is due to the convergence of a rhythmic inflammatory state with natural day-to-night changes in physiology (i.e., switch from a fasted to fed state), as well as engagement of regulators capable of driving rhythmic cell function (e.g., PPARs, GR). Similar emergence of transcriptional and metabolite rhythmicity in the liver has been detailed in response to high-fat diet feeding (13, 33).

The emergence of rhythmic inflammatory circuits within experimental chronic inflammatory arthritis offers an attractive model for the prevalent, and also rhythmic, human RA. Despite being distal to the site of inflammation, both liver and muscle showed differential expression of large numbers of genes, with emergence of MLXIPL as a candidate upstream regulator. MLXIPL is a master regulator of fatty acid synthesis, modulated by insulin signaling and EGFR activation (34). Genes with persisting circadian rhythmicity were significantly enriched for core clock targets, while newly rhythmic liver genes in CIA were predicted to be targets of inflammatory (NFKBIA, CEBPB) and glucocorticoid (NR3C1/GR) signaling regulators as well as TFEB, a master regulator of lysosome biogenesis and autophagy, potentially reflecting energy depletion. Simultaneous activation of anabolic (EGFR) and catabolic (TFEB) signals in liver may explain the complex tissue response to chronic inflammation (Fig. 6*C*), and we see up-regulation of the inflammatory NFκB signaling pathway in all tissues. 

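The median log2 fold change of the genes of TNF and NF-κB signaling was 0.86 in joint, 0.31 in liver, and 0.31 in muscle, and it kept its sign with DESeq2's size factors (0.82, 0.32, and 0.32). At an FDR of 0.05, 42 of 48 genes were higher in CIA joints and 4 lower, 31 of 45 were higher in livers and 10 lower, and 27 of 47 were higher in muscles and 6 lower. The fry test of the list gave adjusted p-values of 1.78e-13 in liver and 6.19e-04 in muscle, up in CIA in both.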

Clear changes in the liver phosphoproteome with CIA enabled us to identify several kinase-substrate pairs, among which the EGFR-STAT3 circuit was prominent, consistent with our transcriptomic analysis. This suggests a gain in EGFR action may be responsible for driving adaptive changes in gene expression, resulting in altered cellular energy homeostasis in liver.

In muscle, lipid metabolites show strong rhythmicity and generally increased levels with CIA, while many, including LCFAs and sphingomyelin species, were decreased in liver (Fig. 6). We observed loss of fat mass in arthritic mice (*SI Appendix*, Fig. S1*A*), suggesting increased adipose lipolysis. The reduction in liver LCFAs, and reciprocal increase in muscle accumulation, implies trafficking by exported VLDL and low-density lipoprotein (35). These lipoprotein moieties carry sphingomyelins and ceramides, which might explain the accumulation of these important membrane lipids in muscle (Fig. 6*B*). The metabolic response of liver to CIA thus impacts system-wide lipid distribution and metabolism. Reduced ambulatory activity in arthritic mice, with the attendant reduction in fatty acid β-oxidation in muscle mitochondria, might also contribute to accumulation of LCFAs in this tissue.

Interestingly, ceramide accumulation in liver and muscle would be expected to cause EGFR activation through action in the plasma membrane (34, 36). EGFR, via PI3kinase signaling, AKT activation, and phosphodiesterase 3B–dependent cyclic adenosine monophosphate degradation, inhibits the catabolic signaling cascade initiated by hormones, including glucagon and adrenaline (37). The resulting production of fatty acids increases esterification and triglyceride secretion in VLDL and also the production of complex fatty acid derivatives, including ceramides and sphingomyelins. We previously identified increased and newly rhythmic circulating ceramide levels in patients with RA (38). Here, we believe this constitutes a reinforcing loop with the predicted effect of exacerbating the impact of oscillating levels of inflammatory cytokines on liver metabolism. The change from an oscillating input signal (cytokine concentration) to a stable signaling output (up-regulation of STAT3 signaling and ceramide abundance) offers a potential mechanism to explain the metabolic dysfunction associated with human chronic inflammatory disease within the context of circadian regulation, including activation of signaling cascades typically associated with both anabolic and catabolic programs and defects in the mitochondrial electron transport chain (39) (Fig. 6*C*).

It is important to acknowledge potential study limitations. Characterizing true rhythmicity in biological factors is complex, with numerous study designs and analysis approaches available. We used a comparative analytical approach (24), which is highly appropriate for comparing rhythmicity between conditions. Nevertheless, all determination of rhythmicity is based on statistical threshold and/or probability and, therefore, cannot be quantified in absolute terms. For this reason, we have focused on pathway- and process-level changes to guide our interpretations, as well as on drawing insight across biological levels (i.e., transcript, phosphoprotein, and metabolite). In addition, while the CIA model provides a robust experimental model of RA, there are, of course, many differences between the mouse and human disease, including chronicity of the inflammatory process. Even in mice this is a complex disease which shows variability between individuals and leads to additional behavioral effects (e.g., reduced locomotor activity). To mitigate this, we implemented strict inclusion criteria regarding disease severity and collected robust numbers of replicate samples over multiple independent experimental studies (for fuller discussion see *SI Appendix*, *Supplemental Discussion and Study Limitations*).

Overall, we have identified system-wide circadian rewiring resulting in adaptive changes in energy metabolism with chronic inflammation. Prominent players driving this change include circulating inflammatory cytokines, including IL-1β and IL6, which drive response pathways, including EGFR-STAT3, that result in changes to lipid synthesis, transformation, modification, and β-oxidation. Liver accumulation of long-lived ceramide species, driven by increased *CerS6* (as seen in our model), affects both plasma membrane and mitochondrial membrane function, negatively impacting efficient TCA function, and may also result in export to peripheral tissues, including muscle, by VLDL transport (40). The time-of-day–dependent accumulation of fatty acid precursors expedites sphingomyelin and ceramide synthesis, perpetuating this deleterious process and the distal metabolic effects of chronic inflammation.

## Materials and Methods

### Animals.

Mice were maintained in the University of Manchester Biological Services Facility. All protocols were approved by the University of Manchester Animal Welfare and Ethical Review Body and carried out according to the Animals (Scientific Procedures) Act 1986.

### CIA.

The CIA model was applied to male DBA/1 mice (aged 8–10 wk) as described by Hand et al. (21) and in *SI Appendix*, *Extended Materials and Methods*. Tissue collection occurred at ZT0, 4, 8, 12, 16, or 20 on day 7 after the development of disease symptoms in CIA mice, or at matched time points in naïve mice. Body composition was measured using an EchoMRI E26-258-MT machine (Echo Medical Systems). Activity and body temperature measurements were made following surgical implantation of radio telemetry devices (TA-F10, Data Sciences International) intraperitoneally 7 to 10 d after initial CIA immunization. Disease characterization is described in *SI Appendix*, *Extended Materials and Methods*.

### RNA Analysis.

RNA was extracted from joint, liver, and muscle tissues from naïve and CIA mice. Sequencing libraries were generated using the TruSeq Stranded mRNA assay (Illumina, Inc.) and analyzed by paired-end sequencing on a HiSEq 4000 instrument. Differential expression analysis was run in R (41) using edgeR (version 3.30.3). Differential rhythmicity analysis was performed using the compareRhythms R package [version 0.99.0 (24)]. Pathway analysis of differentially expressed and rhythmic genes used the Enrichr web tool (42, 43). Additional details are provided in *SI Appendix*, *Extended Materials and Methods*.

### Phosphoproteomic Analysis.

Phosphopeptides were extracted from liver samples and analyzed on a liquid chromatography–mass spectrometry system. Detection, analysis, and validation protocols are described in *SI Appendix*, *Extended Materials and Methods*.

### Metabolomic Analysis.

Global metabolite profiling of liver, muscle, and plasma samples was performed by Metabolon. Metabolomic analysis is described in *SI Appendix*, *Extended Materials and Methods*.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

## Data Availability

RNA-sequencing data that support the findings of this study have been deposited in Gene Expression Omnibus (accession code GSE176095). Metabolomics data are supplied in Dataset S2. Proteomics data have been deposited in the Proteomics Identification Database (identifier PXD032723).

How the deposited data were processed for this re-analysis (not part of the article)

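Gene expression was measured by RNA sequencing in the joint, liver, and muscle of naïve and CIA mice, with 5 samples per condition at each of 6 time points 4 h apart, which gives 60 samples per tissue and 180 in all. For each tissue the authors deposited 1 table of raw counts, that is, the number of reads counted on each of 27179 genes in each sample, without normalization or filtering. All 180 samples were used, and their tissue, treatment, time point, and replicate number were taken from the deposited labels. The sequencing, alignment, and counting were the authors' and are already in the counts. Genes were named from their Entrez Gene identifiers as described for the joint, and none of the genes the paper names was missing.

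Totals per sample ran from 31881641 to 62647130 counts in joint, from 17507644 to 140014585 in liver, and from 5122122 to 182828266 in muscle. Most small counts were even numbers, so counting error was not derived from the totals, and the spread between replicates was used for every test. Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, and limma 3.58.1. TMM factors were computed within each tissue, and genes were kept by filterByExpr on the 12 groups of treatment and time point.

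CIA and naïve mice were compared within each tissue by edgeR's quasi-likelihood F test with treatment as the single term, irrespective of time, at the FDR thresholds the paper states (1e-20 in joint, 0.001 in liver and muscle). SEs of log2 fold changes were derived from the F statistic. Rhythms were assigned by choosing among 5 cosine models on log2 CPM with a prior count of 2, a period of 24 h, and a BIC weight of at least 0.6. The paper names compareRhythms for this step, and the model selection was rewritten here because that tool was not installed. A difference in rhythm was tested in edgeR at an FDR of 0.05. The JTK test was rewritten in R with 6 phases and its exact null distribution, and a gene counted as gained or lost when its q-value was under 0.05 in CIA or in naïve mice alone.

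Amplitudes of the core clock genes were fitted to CPM and compared by 100000 permutations of treatment labels within time points. The treatment effect was compared between tissues as an interaction in edgeR over the genes tested in all 3 tissues, with samples taken as independent because the labels do not say which samples came from 1 mouse. The steps were checked on counts simulated with the depths of the liver samples. At an FDR of 0.001 the comparison of treatments recovered 92.2% of changed genes and called 0 unchanged ones. The JTK test recovered 97.7% of rhythmic genes and called 0.0778% of the others, the test for a difference in rhythm recovered 98.3% and called 14 other genes, and the interaction with tissue recovered 87% and called 9 others. The simulated changes were 2-fold, and the simulated rhythms had a log2 amplitude of 1. Changed rhythms all had the same phase shift of several hours, and noise was independent between genes and samples.

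Enrichment was tested in 17 gene lists, written from general knowledge because the collection used by the paper was not at hand. They were ribosomal proteins, the electron transport chain, the TCA cycle, fatty acid β-oxidation, triglyceride and fatty acid metabolism, glycolysis and gluconeogenesis, muscle contraction, matrix metalloproteinases, chemokine signaling, type II interferon signaling, TNF and NF-κB signaling, the proteasome, mitochondrial gene expression, JAK-STAT signaling, the circadian clock, DNA replication, and ceramide and sphingomyelin metabolism. Each was tested in 5 groups of genes (up-regulated, down-regulated, gained, lost, and changed) by a one-sided Fisher's exact test against all genes tested in the tissue. The test counts genes as independent, and genes of a list can vary together between samples. A further 8 lists of marker genes (skeletal muscle fibre, adipocyte, neutrophil, macrophage, synovial fibroblast, chondrocyte, keratinocyte, and erythroid) served to look for changes in the cells that make up a sample.

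The genes named in the text were fixed by a rule. It takes every gene the paper names for the RNA sequencing in its text, Fig. 2C, 3C, and 6B, and Dataset S1. It adds in each tissue the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among those past the FDR threshold, with a mean of at least 10 CPM in a treatment and the same sign at all 6 time points. From each list that is reported it takes the 2 members with the smallest FDR. Some of the genes this rule takes are not reported here. Genes outside this rule, such as the Y-linked and haemoglobin genes and single marker genes, were chosen after their values were seen or for a test described with them.

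The tests, samples, thresholds, named genes, gene lists, and alternatives were set before the data were examined. The alternatives were DESeq2's size factors, other filters on low counts, edgeR's likelihood ratio test and DESeq2's tests, time point or replicate number as a further term, other model weights, Akaike's criterion, a minimum amplitude, another prior count, other JTK thresholds, amplitudes on log2 CPM, the fry test, and leaving out each replicate number. Alternatives added later are described as chosen after seeing the data. To measure what chance gives, the treatment labels were redrawn 99 times, at random over the 60 samples of a tissue for the comparison of treatments and within time points for the rhythms, and the real labels were counted as the last of 100 sets. For the interaction with tissue there were 60 sets. The real treatment effect was not removed before the redraws for the comparison of treatments and for the interaction. The paper's chromatin, proteomic, metabolomic, cytokine, and upstream regulator data were not analysed here.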

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

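The tests of clock shifts, of residual blood, and of joint or skin tissue in muscle samples were chosen after the results were seen, as were the exchanges of labels within each tissue for the interaction, the mouse block, and the thinning of counts.

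Among the 5 muscle samples of CIA mice at ZT0, replicate 5 held 182828266 counts, far from the other 4, which held between 27058442 and 61142295. The gap was judged by Dixon's test. Totals of other muscle samples spread widely too. After every muscle sample was thinned to the smallest total, 1742 DE genes were found in place of 2671, and 1660 of them were among the 2671. Thinning also takes reads away, which lowers the number by itself (12260 genes were tested in place of 15755), so an effect of unequal depth cannot be told apart from that loss. In liver, where CIA samples held fewer counts than naïve samples, thinning gave 5963 DE genes in place of 6308, with 5806 in common, which argues against lower depth in CIA as the source of the number of DE liver genes. No biological explanation of the totals was tested.

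A clock time was read for each sample as the time at which 24 clock genes fitted best to the cosine curves of the other samples of its tissue, and the clock shift is that time minus the time point. Within its group of 5 samples, the shift lay apart in 4 samples. It was 2.6 h in joint CIA ZT0 replicate 2, 3.5 h in liver naïve ZT0 replicate 2, -6.3 h in muscle CIA ZT16 replicate 1, and 2.6 h in muscle naïve ZT16 replicate 2. Over totals, clock shifts, and the muscle score of the joint, Dixon's test covered 84 groups of 5 samples and picked 5 samples, where chance gives about 4.2. Mislabelled joint samples as the whole source of the shifts in joint are argued against by samples with the same condition and number in other tissues. After the mean of each condition was removed, shifts correlated between joint and muscle (Pearson's r = 0.567, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman's rho = 0.620, p = 1e-05; n = 60) and between joint and liver (r = 0.563, p = 3e-05; rho = 0.618, p = 2e-05). Between liver and muscle r was 0.711 and rho 0.740 (p = 1e-05 for both). The Benjamini-Hochberg adjusted p-values of the 3 relations were at most 3e-05, and without the 2 most extreme samples r was 0.633 for joint and liver, 0.636 for joint and muscle, and 0.695 for liver and muscle. That the numbers mark the same mouse in each tissue is a reading of these correlations and is not stated in the labels. In 5 naïve joints the shift was larger than 4 h (ZT0 replicate 3, -6.6 h; ZT8 replicate 3, 5.2 h; ZT8 replicate 4, 8.8 h; ZT8 replicate 5, 5.2 h; ZT12 replicate 3, 6.4 h), while liver and muscle samples with the same condition and number were off by at most 2.5 h. For these 5 joints a mislabelled sample may be the explanation, and weaker clock rhythms in the joint, which make the clock time less certain, stay open as well. Every naïve joint at ZT8 ran ahead, with shifts between 1.8 and 8.8 h. For the ZT8 samples a misfit of the whole group to the shared curves is therefore open too.

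The effect of CIA was not the same in the 3 tissues. Of 13363 genes tested in all of them, 9801 (73.3%) differed in log2 fold change between joint and liver at an FDR of 0.05, 8666 (64.9%) between joint and muscle, and 7425 (55.6%) between liver and muscle. Among the 8 core clock genes these numbers were 5, 5, and 2. When treatment labels were exchanged within each tissue, 1 of 60 label sets, the real one, gave as many genes in each of the 3 comparisons, and the highest numbers over the random sets were 926, 1010, and 819. With same-numbered samples taken as 1 mouse, the genes numbered 9869, 8711, and 7134. The random sets had the same samples and depths, which argues against expression without any relation to treatment. The real effects of CIA stayed in the spread of the random sets and lower their numbers. They therefore do not measure how many genes chance gives for a difference between tissues alone. Changes in the cells that make up a joint sample may account for a part, since with a muscle score as a covariate 19 of 80 electron transport chain genes were lower in CIA joints, against 75 without it, as described under the other observations. A different response of each tissue to the disease stays open and was not tested apart from that.

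Neutrophil marker genes, which the paper does not discuss, were higher in CIA outside the joint. The median log2 fold change was 2.39 in liver, with 9 of the 10 markers tested there higher at an FDR of 0.05, and 3.36 in muscle, with 12 of 12 higher. Of the 14 markers, Cxcr2 is also in the list of chemokine signaling and Mmp8 and Mmp9 in that of matrix metalloproteinases, and Lcn2 is also made by other cells. The largest change was that of Lcn2 in liver (log2 fold change 7.73), and S100a9 rose by 2.44 in liver and 5.21 in muscle. More blood left in CIA tissue was weighed with the haemoglobin genes. Their median log2 fold change was 1.45 in liver and 0.90 in muscle, so more blood in the CIA samples is consistent with both and may account for a part. In liver the count of Hba-a2 was at most 3 in every naïve sample, so CIA livers had at least 8.92-fold more, and the median was also 1.45 with Hba-a2 at that bound. The median of the neutrophil markers was above that of the 3 haemoglobin genes in both tissues, but in liver the change of Hba-a2 alone was larger (a log2 fold change of at least 3.16), and a rise of neutrophils in the blood itself was not measured here. Joint or skin tissue in single CIA muscle samples as the whole source is argued against by the spread of the rise, since the mean log2 CPM over the markers had a median 1.5 higher in CIA than in naïve muscles (permutation p = 1e-05, the smallest possible), with 22 of 30 CIA muscles above all naïve muscles. Neutrophils that entered liver and muscle stay open as a biological explanation.

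The largest log2 fold change in muscle was that of Saa3, at 9.21, a gene the paper does not discuss. It rests largely on CIA ZT0 replicate 1 and was 7.20 without that sample. The same sample decided much of the change in other genes, with log2 fold changes of 5.21 for S100a9 and 4.36 without it, 2.65 and 1.57 for Lyz2, 7.01 and 5.50 for Mmp12, 4.01 and 2.51 for Mmp3, 6.00 and 4.36 for Il1b, and 1.17 and -0.03 for Sbsn. For Marco the log2 fold change was 5.33 and it was 3.29 without CIA ZT4 replicate 5 and 1.4 under DESeq2's Wald test (FDR 0.268). Tissue of the inflamed joint or of skin in single muscle samples is a candidate explanation for Saa3 and Mmp3. Over the 30 CIA muscles Saa3 correlated with the score of synovial fibroblast markers (r = 0.727, permutation p = 7e-05; rho = 0.346, p = 0.0625), but r was 0.429 without the 2 most extreme samples, so the relation rests in large part on those samples. For Mmp3 r was 0.807 (p = 1e-05, rho = 0.567, p = 0.00139, and 0.614 without 2 samples), and for Saa3 and keratinocyte markers r was 0.461 (p = 0.0216, rho = -0.0384, p = 0.839, and 0.0291 without 2 samples). The adjusted p-values of these 3 relations were 1.05e-04, 3e-05, and 0.0216 for r and 0.0938, 0.00417, and 0.839 for rho. The same explanation for higher chemokine and ribosomal protein genes in muscle is argued against by the medians over single samples, which were 0.23 and 0.43 higher in CIA (permutation p = 3e-05 and 1e-05). A response of muscle to systemic inflammation stays open for Saa3.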

How the results depend on the processing

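Thinning the counts, leaving out single samples, the mouse block, and the muscle score as a covariate were chosen after seeing the data. Every other alternative was among those set in advance, and all of them were run. Where a value changed, the cause was not tested.

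The number of DE liver genes (6308) lay between 5532 and 7160 over all alternatives, and 7 core clock genes were lower and 0 higher in CIA joints under each other scaling, filter, test, or set of replicates, except that 8 were lower with DESeq2's size factors and under DESeq2's Wald test. With the muscle score as a covariate 4 were lower, among them Clock, whose FDR without the score was 0.119. In joint, edgeR's likelihood ratio test gave 6068 and DESeq2's Wald test 6207 DE genes in place of 2879, with a term for replicate number (replicate block) there were 2683, and the 5 fits without 1 replicate gave from 1422 to 1755. In muscle the fits without 1 replicate gave from 1717 to 2016 DE genes in place of 2671, and thinning to the smallest total gave 1742, with 12260 genes tested in place of 15755. Replicate numbers are not known to pair CIA with naïve mice. The residuals of same-numbered CIA and naïve samples had a median correlation across genes of 0.051 in joint, -0.0073 in liver, and -0.0098 in muscle. In joint the median for other-numbered samples was -0.0095. Of 30 same-numbered pairs, 9 in joint, 1 in liver, and 4 in muscle passed 0.1, with a highest value of 0.405 in joint. Pairing in a part of the joint samples stays open. The replicate block is thus a choice without a known batch behind it.

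The numbers of rhythmic genes moved with the model weight. At a BIC weight of at least 0.4 there were 4892 in joint and 3439 in muscle, and at 0.8 there were 1412 and 1257, in place of 3014 and 2282. The altered genes numbered 3556 in joint, 2777 in liver, and 1311 in muscle at 0.4, and 1094, 967, and 303 at 0.8, in place of 2267, 1825, and 758. Akaike's criterion gave 3510, 3040, and 1401 altered genes. With a peak-to-trough difference of at least 0.5 on the log2 scale there were 1050, 4014, and 1262 rhythmic genes (7208 in liver without it) and 818, 981, and 486 altered ones. Altered muscle genes ran from 697 to 1200 without 1 replicate, with 1200 without replicate 3.

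The test for a difference in rhythm changed between settings as well. DESeq2's likelihood ratio test gave 1221 genes in joint, 279 in liver, and 1 in muscle, in place of 799, 1.1e+02 (0.755% of the genes tested), and 0 (1276 muscle genes had an unadjusted p under 0.05). Without 1 replicate it gave from 91 (replicate 1) to 724 genes in joint, from 0 (replicate 4) to 88 in liver, and from 0 to 3 (replicate 3) in muscle. The JTK overlap in joint (728) went to 4679 with the Bonferroni-adjusted p-value, to 1.1e+02 (0.604% of the genes tested) at a q-value of 0.01, and to between 80 (replicate 1) and 472 without 1 replicate. In muscle (1524) these numbers were 3313, 725, and from 809 (replicate 3) to 1438.

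On log2 CPM in place of CPM the amplitude differences of core clock genes in CIA joints changed sign for Arntl (0.21), Nr1d1 (0.48), Per1 (0.0027), Per2 (0.29), Cry1 (0.080), and Cry2 (0.074), and in liver for Clock (0.046). Other core clock genes changed sign as well, since the number with a lower amplitude in CIA went from 6 to 4 in liver and from 4 to 5 in muscle. On log2 CPM the number of core clock genes with another amplitude became 1 in joint, in place of 0, and 0 in liver, in place of 1. In liver it ran from 0 to 1 without 1 replicate, with 0 without replicate 3, 4, or 5. With time point as a factor 1 core clock gene was higher in CIA liver and 1 lower in CIA muscle, in place of 0 in both. Enriched pairs of a list and a group in liver numbered 9 with the groups from the fit with time point as a factor, 8 with an FDR of 0.05 for the DE groups, and 8 at a BIC weight of at least 0.4, in place of 5. They kept within 1.5 times their number in joint and muscle.

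The log2 fold change of Pparg in muscle (-0.08) was 0.039 with time point as a factor, 0.092 with the replicate block, and from -0.34 to 0.56 without 1 replicate, with 0.56 without replicate 3. That of Smpd4 in liver (-0.02) was 0.010 with thinned counts and from -0.068 to 0.033 without 1 replicate, and that of Sbsn in muscle (1.17) was -0.034 without CIA ZT0 replicate 1 and from -0.0045 to 1.56 without 1 replicate number. Over 218 log2 fold changes of named genes, those with an FDR under 0.05 or printed one by one, there were 3015 alternatives, of which 2907 kept their direction and their side of the threshold, 65 fell short of it, 36 newly passed it, and 7 changed sign. Of the other 38 named genes, all with an FDR above 0.05, 18 changed sign under at least 1 alternative. Over the alternatives of 42 pairs of a list and a group, 87.5% kept their side, 2 alternatives fell short, and 19 newly passed. Of 953 alternative counts over 82 results, 728 were within 1.5 times the count reported.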

Differences from the paper's values

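The paper reports 5,649 DE genes in joint at an FDR of 1e-20, and edgeR's quasi-likelihood test gave 2879. Of the alternatives set before the data were examined, edgeR's likelihood ratio test (6068) and DESeq2's Wald test (6207) came within 1.5 times the paper's number. DESeq2's size factors (2854), the other filters on low counts (2827, 2755, and 2882), time point as a factor (2750), the replicate block (2683), and leaving out each replicate (from 1422 to 1755) did not. The FDRs of joint genes in the paper's Dataset S1 lie nearer the likelihood ratio test. For Cry2 the paper gives 5.20e-82, that test 1.21e-77, and the quasi-likelihood test 2.95e-26. For Lipe these values were 3.44e-69, 5.08e-66, and 1.37e-24. The paper's number may thus rest on a likelihood ratio test, and 2879 is then not a like measure.

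The paper shows about 290 genes that changed rhythm in joint in Fig. 2B, read by eye, and the model selection gave 1.6e+02 (0.855% of the genes tested). A BIC weight of at least 0.4 (261), the replicate block (208), and leaving out replicate 3 (195) came within 1.5 times that number. A BIC weight of at least 0.8 (65), Akaike's criterion (945), a minimum peak-to-trough difference (32), a prior count of 0.5 (1.6e+02), DESeq2's size factors (1.5e+02), the other filters (1.5e+02 each), and leaving out replicate 1 (76), 2 (77), 4 (1.4e+02), or 5 (1.3e+02) did not. Leaving out the single sample naïve ZT20 replicate 5 gave 243, in a set of fits chosen after seeing the values.

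The paper names ribosomal proteins as what was enriched among genes that lost rhythmicity in joint. DNA replication genes were enriched there as well (adjusted p = 0.00673), under all 4 alternatives. The paper names chemokine signaling among differentially rhythmic genes of liver. Its adjusted p-value among lost genes was 0.179, and it was under 0.05 with a BIC weight of at least 0.4 (0.0429) and with at least 10 counts in every sample (0.0244), and 0.181 and 0.194 under the other alternatives. In muscle the paper names circadian regulation in the changed group, where the adjusted p-value was 0.235 and lay between 0.255 and 0.425 under the alternatives.

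For DE genes of liver the paper names the proteasome, the TCA cycle, and mitochondrial gene expression. The adjusted p-values were 0.127 for the proteasome up, 0.0616 for the TCA cycle down, and 0.151 for mitochondrial gene expression down. With the fit that has time point as a factor they were 0.00805, 0.0114, and 0.0355. With an FDR of 0.05 for the DE groups they were 0.0522, 0.0388, and 0.0357, and with a BIC weight of at least 0.4 they were 0.109, 0.0462, and 0.128. With at least 10 counts in every sample they were 0.162, 0.241, and 0.338. The fry test called all 3 lists (4.36e-04, 2.37e-09, and 2.31e-16). Type II interferon signaling up had 0.0652, and under the same 4 alternatives 2.10e-04, 0.00172, 0.0561, and 0.0789.

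The paper describes a lower rhythm amplitude of core clock genes in CIA joints. The CPM amplitude was lower in 8 of 8 genes, with a smallest adjusted permutation p-value of 0.347, and the log2 amplitude was lower in 2 of 8. With 1 replicate left out this p-value for CPM lay between 0.0681 (replicate 3) and 0.543 (replicate 2). The paper names 10 genes among those that became rhythmic in CIA joints, and the model selection placed 5 of them in the gained group. Lpin3 was also called with a BIC weight of at least 0.4, Akaike's criterion, or without replicate 3, Nr3c1 with Akaike's criterion or without replicate 5, and Socs3 without replicate 5, while Cpt1a and Ppard were called in none of the settings run.

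Clock was lower in joint at an FDR of 0.05 in the paper's Dataset S1, and its FDR was 0.119 here. It was 0.0401 with DESeq2's size factors and 0.0388 under DESeq2's Wald test. In muscle the paper's Dataset S1 calls Cry1 and Ppard, and their FDRs were 0.0982 and 0.0813. For Cry1 the FDR was 0.0152 with time point as a factor. For Ppard it was 0.0396 without replicate 5 and 0.0369 with counts thinned to the smallest total, which was chosen after seeing the values. Fig. 6B marks Ugcg in liver, whose FDR was 0.0547, and it was 0.0328 under DESeq2's Wald test, 0.0378 with DESeq2's size factors, 0.0397 with at least 10 counts in every sample, 0.0353 with the filter on 2 groups, and 0.0348 with time point as a factor. It marks Asah2 and Sgpl1 in muscle, with FDRs of 0.0518 and 0.0597. Asah2 had 0.0462 with all genes of at least 1 count and 0.0375 with time point as a factor, and Sgpl1 had 0.0453 under DESeq2's Wald test, 0.0485 with at least 10 counts in every sample, and 0.0179 without replicate 3.

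Fig. 3D shows the electron transport chain among up-regulated genes of liver. Its adjusted p-value was 0.184, and it lay between 0.184 and 0.580 under the 4 alternatives.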

Other observations

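The tests of the clock shift between treatments, of single joint samples behind the gained genes, and of proportional amplitudes were chosen after the results were seen, although amplitudes on log2 CPM were among the alternatives set in advance. Also chosen later were the exchanges of labels for gained and lost genes, for the JTK overlap, and for the unadjusted p-values of a difference in rhythm in muscle.

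A smaller share of skeletal muscle in the CIA joint samples is a candidate explanation for the lower expression of muscle and mitochondrial genes there. A muscle score, the mean log2 CPM of 20 muscle fibre genes, was 11.33 ± 0.19 (SD, n = 30) in naïve and 9.34 ± 0.40 in CIA joints. Of these 20 genes 16 are also in the list of muscle contraction. With the score as a covariate, 19 of 80 electron transport chain genes were lower in CIA joints at an FDR of 0.05, against 75 without it, and the median log2 fold change went from -0.66 to -0.19. The genes lower in CIA went from 22 to 13 for the TCA cycle, from 30 to 9 for β-oxidation, from 31 to 23 for triglyceride and fatty acid metabolism, and from 28 to 10 of 30 for muscle contraction genes outside the score. Over all genes tested the number went from 7202 to 2639. The score separates the treatments, which raises the SEs of that fit. Within naïve joints the mean of the electron transport chain correlated with the score (Pearson's r = 0.653, permutation p = 5e-05; Spearman's rho = 0.647, p = 1.3e-04; n = 30), also without the 2 most extreme samples (r = 0.680), and within CIA joints r was 0.695 (p = 4e-05, rho = 0.605, p = 5.4e-04, and r = 0.577 without 2 samples). The adjusted p-values of the 3 relations with the score were at most 0.00237 for r and 0.00354 for rho. Lower mitochondrial expression within the cells of the joint stays open.

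Without the score 7 of the 8 core clock genes were lower in CIA joints. The same explanation is argued against as the whole source for Rora, Cry1, and Cry2 among them. This holds as far as the slopes within treatments apply between them, since the scores of naïve and CIA joints do not overlap. These stayed lower with the score as a covariate, with log2 fold changes of -1.27, -2.07, and -1.29. Clock was lower with the score (-0.69) but not without it (-0.12, FDR 0.119), so it had no called decrease to explain. For the other 4 genes the explanation stays open. With the score Arntl (-1.11, FDR 0.220), Per1 (-1.27, FDR 0.109), and Per2 (-1.75, FDR 0.0714) were lower without passing an FDR of 0.05, and Nr1d1 went from -1.02 to 1.52 (FDR 0.0692). Within naïve joints the mean of the core clock genes fell with the score (r = -0.540, permutation p = 0.00237; rho = -0.524, p = 0.00354; r = -0.363 without 2 samples), while a muscle share that lowers them in CIA needs the opposite sign. Clock genes vary with time of day, and the score had a fitted amplitude of 0.129 in naïve joints, though it was arrhythmic by model selection. Shared timing can give such a relation, so its sign does not decide the question. A share of muscle that varied between naïve time points is argued against as the source of lost rhythms, since 1399 genes were lost with the score in every model, 1178 of them among the 1398 lost without it. Of the lost genes 3.79% were higher in muscle than in joint past a 2-fold limit, against 4.61% of the others (Fisher's exact p = 0.181).

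Treatment labels were redrawn to see how often chance gives numbers as large, with the real labels counted as 1 of 100 sets. For DE genes 1 of 100 sets gave as many genes in each of joint, liver, and muscle, and the highest random numbers were 0 and 5 in joint and liver and 6.10% of the real number in muscle. The real difference stayed in the spread of these random sets, which lowers their numbers of DE genes. For genes with altered rhythmicity it was 1 of 100 sets in joint, 1 in liver, and 19 in muscle, so chance may give the number found in muscle. Lost genes were as many in 2, 1, and 22 sets, and gained genes in 7, 1, and 20 sets, so the numbers of gained genes in joint and of gained and lost genes in muscle are within what chance gives. The JTK overlap was as large in 2, 1, and 1 of 100 sets. For the test of a difference in rhythm it was 1 set in joint and 1 in liver, where the random sets gave at most 17 and 2 genes. In muscle, where the real number was 0, 34 of 100 sets gave at least the 1276 genes found at an unadjusted p of 0.05, so chance may give that number.

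Ribosomal protein genes are short, and a bias by gene length or GC content between libraries would move other short genes as well. In liver their median log2 fold change was 0.37, and 0 of 10000 random lists matched for length, GC content, and expression had a median as high (permutation p = 1e-04, the smallest possible, with a matched median of 0.10). In muscle it was 0.46, with 0 of 10000 matched lists as high (permutation p = 1e-04, matched median -0.01), which argues against such a bias as the whole source in both tissues. In joint it was 0.11, with 2 of 10000 as high and a matched median of -0.35. Higher expression of ribosomal proteins in the disease and a change in the cells of the tissue stay open.

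The Y-linked gene Ddx3y fell from 61 ± 10.8 CPM (SD, n = 30) in naïve to 27.1 ± 3.42 in CIA livers, a log2 fold change of -1.16. RNA of female animals is argued against, since the highest count of Xist in a CIA liver was 0.238 CPM. The other Y-linked genes fell less (Uty -0.73, Eif2s3y -0.60, and Kdm5d -0.40), and the X-linked Ddx3x changed by -0.54. No other explanation was tested.

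By the median clock shift over all time points, clock genes ran earlier in CIA than in naïve mice, but in joint not at every time point. The median clock shift was higher in CIA by 2.15 h in joint (permutation p = 0.00593), 1.25 h in liver (p = 0.00612), and 2.00 h in muscle (p = 0.00048), with adjusted p-values of 0.00612, 0.00612, and 0.00144 over the 3 tissues. Since medians are little moved by single samples, this argues against single samples out of phase as the whole source. Of means the p-values were 0.212 in joint, 0.215 in liver, and 0.00304 in muscle. In joint the order changed with the time point. At ZT8 the shifts lay between 1.8 and 8.8 h in naïve and between -0.4 and 1.5 h in CIA joints. At ZT20 they lay between -3.7 and -2 h in naïve and between -0.8 and 2.3 h in CIA joints. The joint difference is thus not a shift shared by all time points. Fitted peaks were earlier in CIA for 7 of the 8 core clock genes in joint and in muscle, with median shifts of -1.15 and -1.25 h. In liver they were earlier for 5 of 8 (-0.52 h), for 4 without replicate 3 or 5, and for 7 without replicate 4. An earlier clock in CIA mice is a biological explanation that stays open, as does a difference in when the groups were sampled.

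For the genes that gained rhythmicity in joint, single naïve samples out of phase would hide rhythms that naïve joints have. With each naïve joint sample left out in turn, the lowest number of gained genes was 686 in place of 712, which argues against any 1 naïve sample as the source. Naïve samples out of phase were not left out together, so rhythms hidden by several of them stay open. For the lower CPM amplitude of core clock genes in CIA joints, lower expression at every time point with the rhythm kept in proportion was weighed. It predicts an unchanged amplitude on log2 CPM. There the amplitude was lower for 2 and higher for 6 of 8 genes, and 1 gene differed (smallest adjusted permutation p = 0.0436). Proportion alone thus does not describe all 8 genes. Clock shifts also spread more in naïve (SD 3.50 h) than in CIA joints (1.62 h), which can lower a fitted naïve amplitude. Amplitudes were not refitted without the naïve joints far from their time point, so the question stays open.

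The marker genes gave these median log2 fold changes between CIA and naïve mice. Those of macrophages were 0.94 in joint, 0.94 in liver, and 0.93 in muscle, and those of erythroid cells 2.26, 1.34, and 1.01. Synovial fibroblast markers had 1.16, 0.14, and -0.25, chondrocyte markers -0.53, -0.76, and -0.47, and keratinocyte markers -2.13, 0.22, and 0.62. Adipocyte markers had -1.97 in joint, -0.33 in liver, and -0.07 in muscle, and skeletal muscle fibre markers -0.20 in muscle and, over the 5 genes tested there, 0.27 in liver. In single muscle samples the mean log2 CPM of the macrophage markers had a median 0.32 higher in CIA (permutation p = 0.00989, with 5 of 30 CIA samples above all naïve samples), that of the synovial fibroblast markers differed by -0.49 (p = 0.00052), and that of the keratinocyte markers by -0.0020 (p = 1). The adjusted p-values over 11 lists were 0.0109, 6.36e-04, and 1.

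The list of JAK-STAT signaling had a median log2 fold change of 0.18 in joint, 0.06 in liver, and 0.14 in muscle, and that of ceramide and sphingomyelin metabolism 0.03, 0.11, and 0.10. The median was -1.10 for glycolysis and gluconeogenesis, -1.73 for muscle contraction, 1.45 for matrix metalloproteinases, and 0.74 for DNA replication in joint. In liver the same lists had 0.22, 0.12, 0.13, and -0.08, and in muscle -0.35, -0.28, -0.03, and 0.14.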
